# Trait Specific Expression Profiling of Salt Stress Responsive Genes in Diverse Rice Genotypes as Determined by Modified Significance Analysis of Microarrays

**DOI:** 10.3389/fpls.2016.00567

**Published:** 2016-05-03

**Authors:** Mohammad R. Hossain, George W. Bassel, Jeremy Pritchard, Garima P. Sharma, Brian V. Ford-Lloyd

**Keywords:** transcriptomics, significance analysis of microarrays (SAM), rice, salt tolerance, gene ontology enrichment, regulatory network

## Abstract

Stress responsive gene expression is commonly profiled in a comparative manner involving different stress conditions or genotypes with contrasting reputation of tolerance/resistance. In contrast, this research exploited a wide natural variation in terms of taxonomy, origin and salt sensitivity in eight genotypes of rice to identify the trait specific patterns of gene expression under salt stress. Genome wide transcptomic responses were interrogated by the weighted continuous morpho-physiological trait responses using modified Significance Analysis of Microarrays. More number of genes was found to be differentially expressed under salt stressed compared to that of under unstressed conditions. Higher numbers of genes were observed to be differentially expressed for the traits shoot Na^+^/K^+^, shoot Na^+^, root K^+^, biomass and shoot Cl^−^, respectively. The results identified around 60 genes to be involved in Na^+^, K^+^, and anion homeostasis, transport, and transmembrane activity under stressed conditions. Gene Ontology (GO) enrichment analysis identified 1.36% (578 genes) of the entire transcriptome to be involved in the major molecular functions such as signal transduction (>150 genes), transcription factor (81 genes), and translation factor activity (62 genes) etc., under salt stress. Chromosomal mapping of the genes suggests that majority of the genes are located on chromosomes 1, 2, 3, 6, and 7. The gene network analysis showed that the transcription factors and translation initiation factors formed the major gene networks and are mostly active in nucleus, cytoplasm and mitochondria whereas the membrane and vesicle bound proteins formed a secondary network active in plasma membrane and vacuoles. The novel genes and the genes with unknown functions thus identified provide picture of a synergistic salinity response representing the potentially fundamental mechanisms that are active in the wide natural genetic background of rice and will be of greater use once their roles are functionally verified.

## Introduction

Abiotic stresses greatly reduce agricultural productivity worldwide. The yield of rice, one of the major food crops that feed the world, can be reduced by up to 50% making it highly sensitive to soil salinity. Salinity causes accumulation of excess Na^+^ and Cl^−^ in the shoot which is detrimental for plant nutrition and exerts osmotic stress and ionic toxicity that ultimately restricts plant growth (Munns et al., 2006; Flowers and Colmer, 2008; Munns and Tester, 2008). Salinity tolerance, a complex trait both physiologically and genetically, requires a wide range of physiological and biochemical responses by activating a complex network of genes upon exposure to stress (Cotsaftis et al., 2011; Wu et al., 2013). However, the naturally occurring genetic variation across rice varieties, cultivars, landraces and wild species provides the advantage to identify factors such as genes, proteins and metabolites which can be utilized by conventional breeding and genetic engineering technologies for improvement of crops' tolerance to stresses (Langridge and Fleury, 2011; Horie and Karahara, 2012).

The advances in the high throughput multi-omics techniques along with the progress made in the ever spreading arena of bioinformatics, have given rise to the system biology approaches (Duque et al., 2013). This allows the investigation of the natural genotypic variation holistically to gain deeper biological insight on how the plant functions as a whole by discovering the putative functions of genes, proteins and metabolites in a specific biological context by dissecting the complex regulatory networks of genes, proteins, and metabolites associated with stress adaptation and tolerance (Mochida and Shinozaki, 2011; Shelden and Roessner, 2013).

Recently, there has been a substantial advancements in the technology of whole genome transcriptomic profiling and a number of crop species such as *Arabidopsis* (Kumari et al., 2008), barley (Close and Wanamaker, 2004), maize (Wang et al., 2003), and wheat (Clarke and Rahman, 2005) etc., have been studied extensively. In rice, several microarray platforms were used such as cDNA microarrays (Ueda et al., 2006), NSF 45 K 70-mer oligo microarrays (Senadheera et al., 2009), Affymetrix gene chips (Walia et al., 2005; Walia and Wilson, 2007, 2009; Cotsaftis et al., 2011) and Agilent 44 k microarray (Aya et al., 2011) to study the response of plants toward stresses at transcritpome level.

Stress responsive transcripts, in most of the cases, are usually identified based on comparative and differential transcriptomic expression analysis in two to four genotypes showing extremely contrasting levels of tolerance which results in the findings being genotype specific. This ceases the opportunity to analyze the gradient of transcriptomic responses in diverse genotypes at a time and to correlate those with the changes in morpho-physiological responses to identify the significant transcripts and hence, the molecular functions and biological processes that are operating in species level as adaptive mechanisms (Feder and Walser, 2005; Hossain et al., 2015b). The recent advent of powerful and holistic analytical approaches of system biology such as the Significance Analysis of Microarrays (SAM) offer unique possibility in this regard. And such approaches of correlating the transcriptomic and morpho-physiological responses in a wide genetic background of rice under salt stress are yet to be explored.

SAM was first successfully used to identify the significant changes in transcriptional responses in human lymphoblastoid cells under ionizing radiation with a much lower estimated FDR (12%), compared to the higher FDRs (60–84%) of other conventional methods of analysis (Tusher et al., 2001). This study used a slightly modified version of SAM to suit it with the objective of analyzing the gradient of salinity induced transcriptomic and morpho-physiological responses in diverse genotypes of rice. To achieve this diversity, eight rice genotypes were used that are of diverse geographical origins and belong to different sub-species groups (such as *indica, japonica*, and wild species), different cultivar groups (such as landraces, cultivars, and high yielding varieties) with a reputation of different levels of tolerance to salinity stress (such as susceptible, moderately tolerant, and highly tolerant). Agilent's 44 k oligo-microarrays were used as it provided less expensive yet reasonably sensitive profiling of the genome-wide transcriptional responses of such higher number of samples.

Thus, a modified SAM approach is used to interrogate the patterns of variation in gene expressions by the gradient of responses in morpho-physiological traits in a wide genetic background of rice represented by eight diverse (in terms of taxonomy, origin and salt sensitivity) genotypes in a way to identify the significant transcripts that is relative to the changes in a particular morpho-physiological trait under salt stress. These identified trait specific salinity induced transcripts are discussed along with their complex regulatory networks and the major biological processes and molecular functions that are operating in the wide genetic background of rice as adaptive mechanisms to cope with the stressed environments.

## Materials and methods

### Plant materials

Eight rice genotypes (Table 1) consisting of landraces, cultivars, high yielding varieties (HYVs) and wild species and taxonomically belonging to three different rice sub-species groups namely, *Indica, Japonica*, and wild species, having diverse geographical origin and showing different levels of tolerance to salt stress were obtained from the International Rice Gene Bank Centre (IRGC) of the International Rice Research Institute (IRRI).

**Table 1:** **List of diverse rice genotypes along with their sup-species levels, origins, and reputation of salt stress used for trait specific expression profiling of salinity induced transcripts by modified Significance Analysis of Microarrays (SAM)**.

**Genotype**	**Germplasm Group**	**Accession Number**	**Origin**	**Salt Tolerance status (Hossain et al., 2015a)**
Pokkali	*Indica* (landrace)	IRGC 108921	India	Tolerant
PSBRc50	*Indica* (variety)	IRGC 99706	Philippines	Moderately tolerant
IR 58	*Indica* (variety)	IRGC 63492	Philippines	Moderately tolerant
BRRI dhan 29	*Indica* (HYV)	IRTP 15241	Bangladesh	Susceptible
Banikat	*Japonica* (cultivar)	IRGC 67720	India	Moderately tolerant
Nipponbare	*Japonica* (cultivar)	IRGC 117274	Japan	Susceptible
*O. latifolia*	Wild species	IRGC 100965	Costa Rica	Susceptible
*O. rufipogon*	Wild species	IRGC 105390	Thailand	Susceptible

*HYV, High yielding variety, IRGC, International Rice Germplasm Center, IRTP, International Rice Testing Program*.

### Hydroponic culture conditions and salinity treatments

Plants were grown twice maintaining the same environmental conditions in growth room. In the first growing, the seedlings in the flasks were challenged with 80 mM NaCl at 14 days after seedling emergence (DAE) and the data for the 14 morpho-physiological traits were collected within the next 7 days. The details of the traits (names of the traits are shown in Figure 1) can be found in Hossain et al. (2015a). In the second growing, 120 mM NaCl stress was used and total RNA from the whole seedlings was extracted after 48 h of stressed period (i.e., at 16 DAE) for whole genome transcriptome profiling. The details of the plant growth conditions, salinity treatments, and the collection of morpho-physiological data can be found in Hossain et al. (2015a).

**Figure 1:**
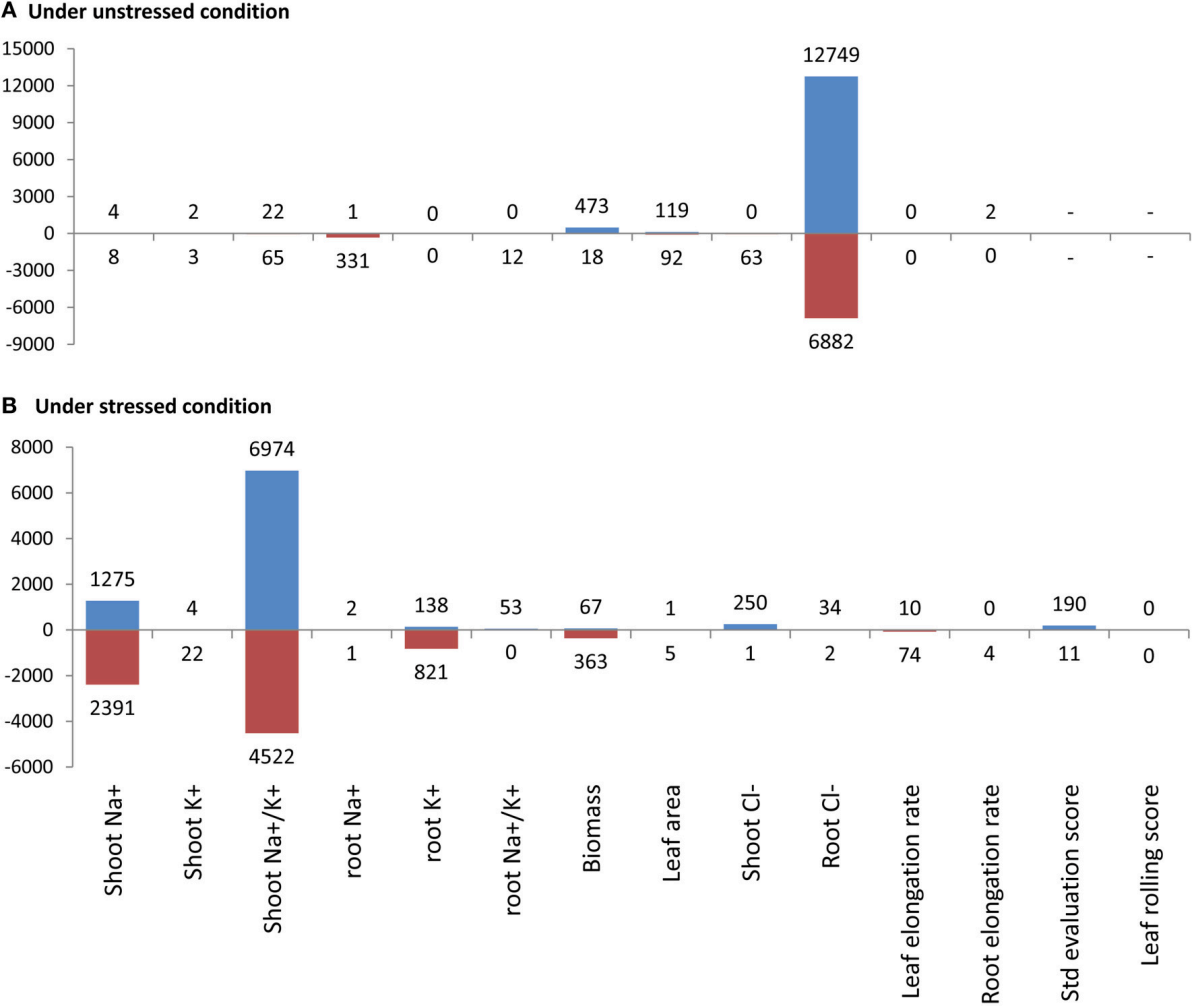
**Number of significant positively (blue bars) and negatively (red bars) expressed probes for each of the 14 morpho-physiological traits in the eight rice genotypes representing wide natural variation under unstressed (A) and stressed (B) conditions as determined by the modified SAM approach**. The complete lists of the significant probes along with the corresponding fold score (*d*), *q*-value and functional annotation can be found in Tables S1a–n, S2a–n.

### Extraction and quality assessment of total RNA

The total RNA was extracted from the 16 days old seedlings using the QIAGEN RNeasy Plant Mini Kit. For seedlings weighing more than the recommended amount of starting material (100 mg), the sections of root, stem, and leaves were used to represent the whole seedlings. Each sample from each individual seedling represented a replicate. The freshly harvested samples were snap frozen in liquid nitrogen and were immediately ground to a fine powder with pre-chilled mortar and pestle. The RNA was purified using an RNeasy spin column and an on-column DNase treatment. The total RNA was eluted in 30 μl of RNase free water and was immediately aliquoted and stored in a −70°C freezer. Only the eluted total RNA having the 260/280 and 260/230 ratios around 2.0 (as quantified by Nanodrop ND-1000 VIS spectrophotometer v. 3.2.1) and having the RNA integrity (RIN) value >7.0 (as detected by the Agilent 2100 bioanalyser using the RNA 6000 Nano Labchip kit) were used hybridization.

### Microarray hybridization, feature extraction, and rice genome array

The 48 extracted RNA samples were then prepared for microarray hybridization in the Genomics Services Facility of the University of Birmingham where cDNA synthesis, preparation of One-Color Spike-Mix, Cy3 labeling, microarray hybridization on Agilent 4 × 44 K rice oligo microarrays, scanning and feature extraction was carried out using Agilent's one color Quick Amp labeling kit (v.6.5, May 2010). The array represented about 43,803 rice genes with one 60-mer oligonucleotide probe representing each and consists of 32,325 probes corresponding to RAP loci with full-length representative cDNA, 6943 probes to RAP loci with EST support, 2612 probes to gene predicted loci and control probes including false positives and non-rice sequences etc. All microarray data of this work is available from the NCBI-GEO website (http://www.ncbi.nlm.nih.gov/geo/) under GEO Series entry GSE79043.

### Modified significance analysis of microarrays (SAM)

The significance analysis of microarrays (http://statweb.stanford.edu/~tibs/SAM/) was used to identify the salinity induced, trait specific significant transcripts in diverse rice genotypes. The basic principle of SAM includes scoring each of the transcripts based on the changes in both gene expression and response variable. And it uses repeated permutations of the data to determine if the change in the expression of any gene is significantly related to the changes in response variable.

This study adopted a little modification as it analyzed the control and treated data separately. Unlike the unstressed condition, the stressed condition rendered substantial amount of variation in both gene expression and morpho-physiological trait responses in the eight diverse rice genotypes. 

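Variation between the genotypes was compared between treatments with the log2 signals of the 46 deposited arrays, quantile-normalized between arrays. Over 42477 probes, the median SD between the 8 genotype means was 0.90 at 0 mM NaCl and 0.75 at 120 mM. The median log2 ratio of the variances between genotypes, 120 mM over 0 mM, was −0.61, and 27.2% of the probes varied more at 120 mM. In an exact permutation test that swapped the treatment of whole genotypes, the two-sided p was 0.523, where the smallest possible p is 0.00781. Of the alternatives tried, leaving out all arrays numbered replicate 2 moved the ratio most, to 0.20 (exact p = 0.0156). The ratio was 0.07 without the wild species O. latifolia. By limma's F test (Benjamini-Hochberg), 26289 probes differed between the genotypes at 0 mM and 17079 at 120 mM. Without O. latifolia these numbers were 3026 and 2982. The gap between treatments rests largely on 1 array, labelled O. latifolia at 120 mM replicate 2, which resembles another genotype. Without it the numbers were 28152 and 25311 and the ratio of variances 0.08. More probes differed at 0 mM than at 120 mM without replicate 1, and more at 120 mM without replicate 2. Both of these fits leave 1 array in some groups. The trait responses themselves were published elsewhere and were not used here.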

So, it was only sensible to analyze the treated data separately (which otherwise is analyzed together in a mono-genotypic study) allowing SAM to identify the stress inducible significant transcripts.

For a particular trait (e.g., for shoot Na) under stress condition, firstly the pre-processed (quantile normalized and log_2_ transformed) gene expression data of all the treated samples is arranged in a single spreadsheet (transcripts in rows; genotypes in column). The names of the samples (such as genotype-1, replication-1) in column heads are replaced by their corresponding trait responses which is weighted to a scale of 0 to 1. The SAM program is then ran using the response type as “quantitative” based on 100 permutations using SAM version 4.0 software. The significant genes (relative to shoot Na, in this instance) are selected based on the combined criteria of ≤ 5% FDR and ≥2-fold score. To analyze the same for the rest of the traits, the sample names in the original spreadsheet is replaced by the weighted ranks (0–1) of the trait in question. Further details of the SAM procedure used in this study can be found in Hossain (2014) and in SAM manual.

### Gene ontology (GO) enrichment analysis

The list of significant positively and negatively expressed genes were subjected to GO analysis using the AgriGO web-based tool (Du et al., 2010), available from http://bioinfo.cau.edu.cn/agriGO/index.php. Singular Enrichment Analysis (SEA) (Huang et al., 2009) was used to identify the biological processes or the molecular functions that are significantly enriched by the identified positively or negatively expressed genes for each of the traits. “Rice TIGR gene model” were used as reference during SEA.

### Mapping of the genes on chromosomes and the regulatory network of genes

The list of probes was mapped in the 12 chromosomes of rice using the Chromosome Map Tool (http://viewer.shigen.info/oryzavw/maptool/MapTool.do) of GRAMENE genome browser database. The interactions between all the significant probes, as determined by SEA, were determined using the “The Rice Interactions Viewer” web based tool version Interactome 2.0 developed by the Bio-Analytic Resource- the BAR that queries a database of 37472 predicted and 430 confirmed Rice interacting proteins (http://bar.utoronto.ca/welcome.htm). Prior to using the “Rice Interactions Viewer,” the RAP-DB gene Ids (e.g., Os06g0699400) were converted into MSU (TIGR) ID (e.g., LOC_Os06g48590) using the RiceXPro: Global gene expression profile web based tool (as shown in Table S4d).

## Results and discussion

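The values reported beside the results come from the array files that the authors deposited. Total RNA of whole seedlings was hybridised to one-color Agilent rice oligo microarrays, 1 seedling per array. Of the 48 RNA samples the paper describes, the files hold 46 arrays, 23 from unstressed seedlings (0 mM NaCl) and 23 from seedlings under 120 mM NaCl. Each of the 16 groups of 1 genotype and 1 treatment has 3 arrays, apart from IR 58 at 0 mM and BRRI dhan 29 at 120 mM, which have 2. The array carries 43734 spots that are not controls, and these make up 42477 probes for 29923 loci. Between 20914 and 36693 probes per array were well above background (median 33920.5), and no spot was saturated. The group medians lay between 30418 and 36345 probes in 7 genotypes. In O. latifolia they were 22124 at 0 mM and 21800 at 120 mM, and the range at 120 mM was from 20914 to 35094. Precision is limited by the small number of arrays in each group.

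**Figure D1:**
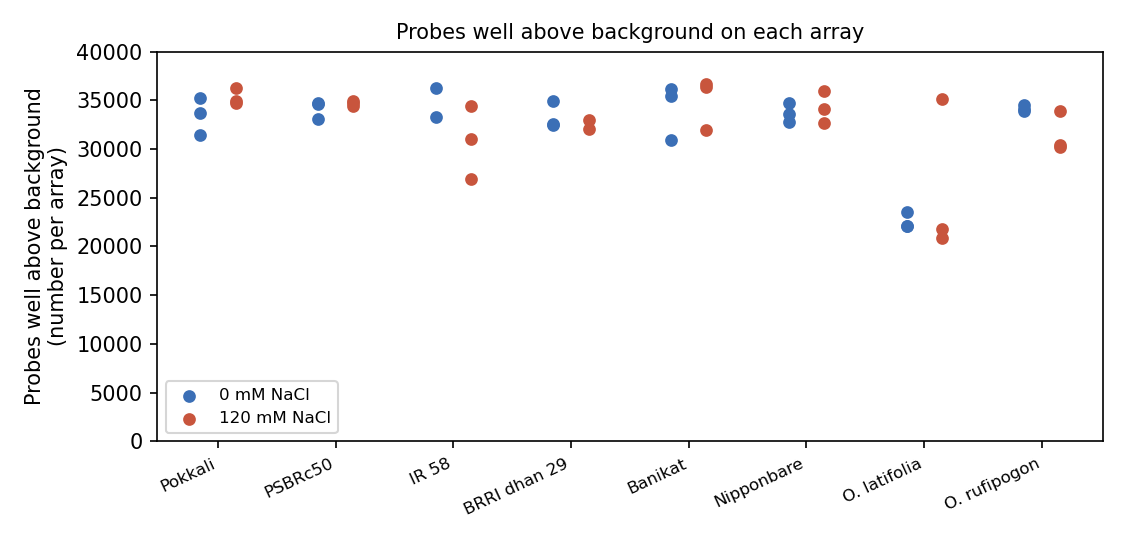
Number of probes well above background on each of the 46 arrays, by genotype and treatment. Every point is 1 array. The arrays of O. latifolia have the lowest numbers, apart from 1 at 120 mM with 35094 probes.

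The scanner files give the background-subtracted signal intensity of each spot. The authors also deposited a table of processed values, which follow the log2 of these signals up to a shift per probe. Here, log2 signals were quantile-normalized between all arrays, spots flagged as outliers were left out and spots of 1 probe were averaged. Differences between treatments were tested with limma, all 46 arrays sharing 1 estimate of the spread, and p was adjusted over all probes by the Benjamini-Hochberg method. Scaling the arrays to their 75th percentile instead moved the median salt effect of all probes from −0.01 to 0.11 on the log2 scale. Changes under that scaling are read relative to this shift. Each array was compared with the mean of the other arrays of every genotype over all probes, after the median of each probe was subtracted. In 38 arrays, the correlation was highest with the genotype on the label (Pearson's r across probes 0.230 to 0.934). The remaining 8 arrays, 4 at each treatment, correlated with their labelled genotype at −0.0896 to 0.0977 and with another genotype at 0.418 to 0.843. Probes are not independent replicates, so no p is given. The 8 arrays are labelled PSBRc50 at 120 mM replicate 3, Nipponbare at 0 and 120 mM replicate 3, Banikat at 0 and 120 mM replicate 3, IR 58 at 0 mM replicate 2, BRRI dhan 29 at 0 mM replicate 2 and O. latifolia at 120 mM replicate 2. All arrays were kept under their labels.

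**Figure D2:**
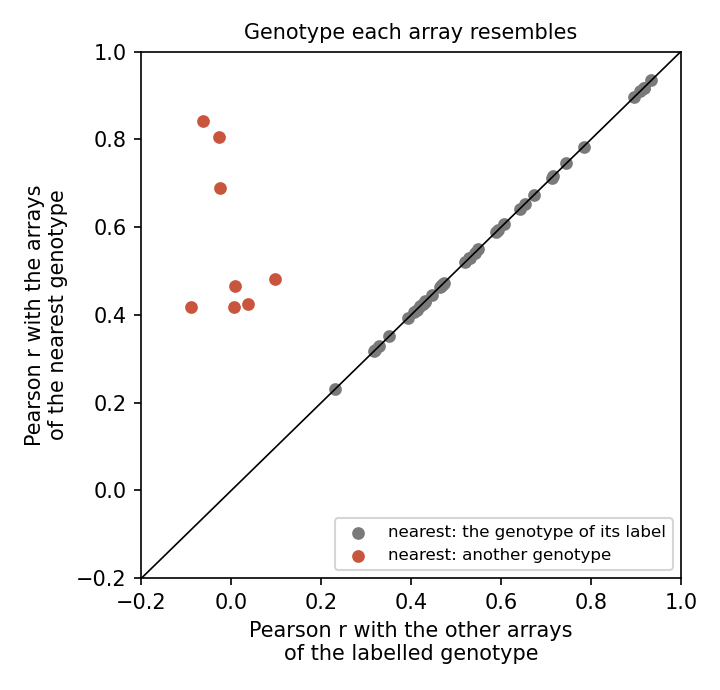
Pearson correlation across probes of each array with the mean of the other arrays of its labelled genotype (horizontal axis) and with the mean of the genotype it resembles most (vertical axis). For 38 arrays both are the same genotype and the points lie on the line, while 8 lie above it.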

The gene expression data of eight rice genotypes were interrogated with their morpho-physiological data using modified SAM approach to identify the trait specific gene expression pattern in the wide genotypic background of rice under both stressed and unstressed conditions for each of the 14 morpho-physiological traits. The detailed morpho-physiological data (not shown here) are published as a separate article (Hossain et al., 2015a).

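The weighted trait values (0 to 1) that the authors gave to SAM were recovered from Tables S1 and S2, which print the numerator of the score of each listed probe. This numerator is a fixed weighted sum of the probe's log2 values, so the weights follow by least squares from the listed probes. Values were solved for the traits with at least 60 listed probes, 6 at 0 mM and 2 at 120 mM. On listed probes held out of the fit, r2 was at least 0.999993 with the authors' processed values and 0.975 with the values normalized here. The copy of the tables holds the first 1743 probes for root Cl at 0 mM (17922 lines are left out), the first 1995 for shoot Na at 120 mM (1703 left out) and the first 1036 for shoot Na/K at 120 mM (10494 left out). For the other stressed traits the copy lists 26 probes for shoot K, below the minimum, and none of the 39 lines for root Na, so these were not solved, and no further sheet of a stressed trait was used. At 120 mM, the trait value for shoot Na was highest in Banikat (0.96 ± 0.06, SD, n = 3 seedlings) and near 0 in Pokkali. The value for shoot Na/K was 0.75 ± 0.29 in O. rufipogon, 0.71 ± 0.31 in O. latifolia and 0.56 ± 0.38 in Nipponbare (SD, n = 3 each). It was between 0.24 and 0.27 in the others except Pokkali, again near 0. The trait values come from the first growing at 80 mM NaCl, as the methods state, and the arrays from the second. The methods do not state how trait values of single seedlings were matched to single arrays. What an association within a genotype means is therefore uncertain.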

### Globally, more genes are expressed under salt stress

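SAM was run on the arrays of each treatment alone with the recovered trait values as a quantitative response and 100 permutations of single arrays. A probe was called at a q-value of at most 5% with a score (d) of at least 2 in size. At 0 mM NaCl, 155 probes were called for shoot Na/K, 39 positively and 116 negatively. Root Na gave 302 calls (3 positive and 299 negative), leaf area 220 (115 and 105) and shoot Cl 8 (4 and 4). For root Cl, 19578 probes were called without salt, 10773 positively and 8805 negatively. At 120 mM, shoot Na/K gave 10922 calls, 5438 positive and 5484 negative. The numbers depended on the choice of genotypes. Without BRRI dhan 29, shoot Na/K at 0 mM gave 18725 calls, and without both wild species, shoot Na/K at 120 mM gave 2 and root Cl at 0 mM gave 0. Limma with the trait as covariate, run on all arrays and not without the wild species, called 10492 probes for root Cl (18704 at an unadjusted p under 0.05). Without O. latifolia alone, shoot Na/K gave 57 calls at 0 mM and 24 at 120 mM. When trait values were permuted by whole genotypes, so that the seedlings of a genotype stay together, shoot Na/K gave 5 calls at 0 mM and 1288 at 120 mM. With the trait value as a covariate in limma, 20 probes were called for shoot Na/K at 0 mM and 65 at 120 mM. On the 8 genotype means, limma called 0 for shoot Na/K at both treatments, with 687 and 2989 probes at an unadjusted p under 0.05. In simulated data for shoot Na/K with 42477 probes, where whole genotypes received their trait values at random, permuting single arrays gave a median of 6.5 calls over 20 draws and 1059 at most. With whole genotypes permuted in the same draws it was 5 at most. Noise was drawn independently for each probe, so these counts need not hold for arrays whose probes deviate together.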

In general, higher numbers of probes were found to be significantly expressed, both positively and negatively for most of the important salinity tolerance related traits *viz*., shoot Na^+^, shoot Na^+^/K^+^, Biomass, root K^+^, and shoot Cl^−^ under salt stress compared to that of unstressed conditions (Figure 1; Tables S1, S2). For example, 1275 and 2391 probes were positively and negatively expressed, respectively for shoot Na^+^, the single most important parameter to study salinity tolerance, under stressed condition compared to only 4 and 8 probes being positively and negatively expressed, respectively under unstressed conditions. 

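For shoot Na under salt stress, 2660 probes were called, 997 with a positive and 1663 with a negative score. Without the arrays numbered replicate 1 the number was 6. It was 24 without Banikat, 7272 without Pokkali and 2039 without O. latifolia. Permuting whole genotypes gave 34 calls. With shoot Na as a covariate in limma, 11 probes were called with all arrays. On the genotype means limma called 0, the lowest number of all alternatives, where 3638 had an unadjusted p under 0.05. In simulated data for shoot Na with 42477 probes, where whole genotypes received their trait values at random, permuting single arrays gave a median of 724 calls over 20 draws and 10784 at most. Permuting whole genotypes in the same draws gave 15 calls at most. Noise was again independent between probes, so the same limit applies. At 0 mM, Table S1 lists 12 probes for shoot Na by the paper's count, below the minimum for recovering the trait values, so SAM was not repeated for it.

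**Figure D3:**
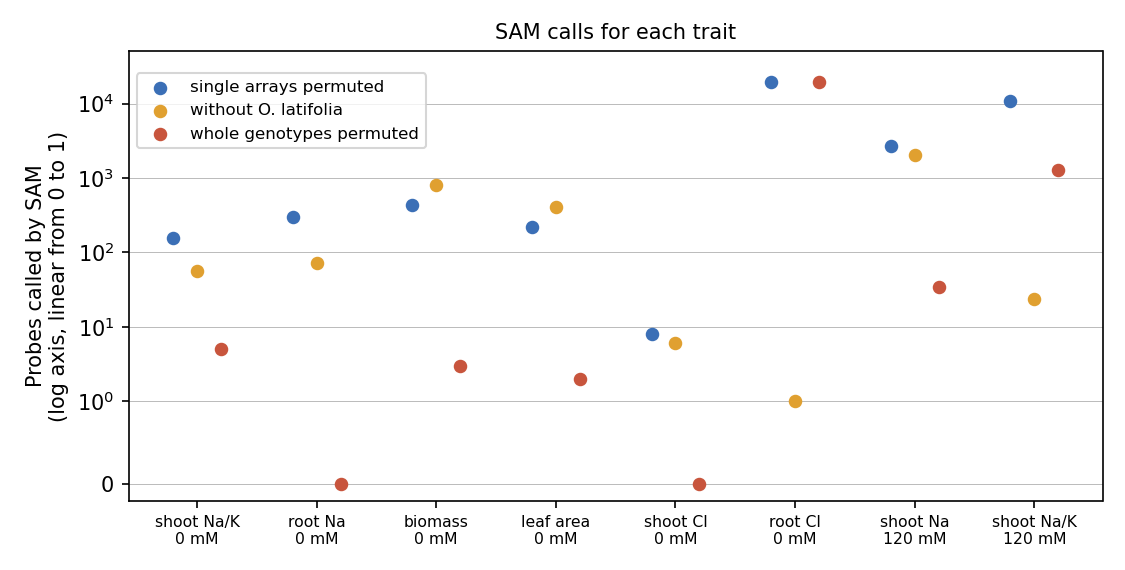
Number of probes called by SAM for each recovered trait (horizontal axis, with the NaCl treatment), on a log axis that is linear from 0 to 1. Blue points permute single arrays, orange points leave out O. latifolia and red points permute whole genotypes. For shoot Na at 120 mM the 3 values are 2660, 2039 and 34.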

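For biomass, numerators of SAM scores were at hand for the unstressed seedlings only. Table S3 names loci for biomass under stress without them, so that trait was not solved at 120 mM. With the trait values of the unstressed seedlings, 432 probes were called at 0 mM, 403 with a positive and 29 with a negative score. Without both wild species the number was 9231, and without replicate 2 it was 5. Permuting whole genotypes gave 3 calls. Biomass as a covariate in limma gave 3 as well, and on the genotype means 0, with 2033 probes at an unadjusted p under 0.05.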

Interestingly a very high number of genes were negatively expressed under stressed conditions, compared to that of under unstressed condition, for the trait “biomass” (Figure 1; Tables S1g, S2g, S3). All these probably indicate that plants deploy their adaptive mechanism by differentially activating a large number of genes under stressed conditions which otherwise is not activated constitutively.

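To compare expression with and without salt, the slopes of all probes on a trait were also computed on the unstressed arrays, each given the mean trait value of its genotype under stress. Across probes, which are not independent replicates, these slopes had a correlation of 0.485 with the slopes of the stressed arrays for shoot Na and of 0.867 for shoot Na/K. Without O. latifolia the correlations were 0.329 and 0.555. Of the probes called for shoot Na under stress, 1793 (67.4%) had a slope of the same sign in the unstressed seedlings, against 67.0% of all probes, so for this trait the calls did not stand out. For shoot Na/K this was so for 10730 (98.2%) of the called probes and for 85.2% of all probes. From the higher numbers of probes under stress, the paper proposes that plants differentially activate many genes under salt which are not activated constitutively.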

Nonetheless, it is to keep in mind that these results are obtained by studying the RNA extracted from the whole seedling. And as gene expression, recently, is known to vary depending on cell or tissue types which can even be in opposite directions in some cases (Taylor-Teeples et al., 2011; Otsuki et al., 2014), verification of expression of all the identified genes in each cell or tissue types via *in situ* analysis will be helpful in revealing their exact roles in salinity tolerance mechanism.

### Genes involved in ion homeostasis and transport

Lists of significant genes were mined manually to identify the putative genes that might be involved in ion transport with particular attention being given to the genes that were found to be significant for shoot Na and shoot Na/K. In total, 60 genes were found to be involved in ion homeostasis and transport processes (Table 2). 

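In Table 2, 35 loci are listed for shoot Na and 25 for shoot Na/K, and all had a probe on the array. Where a locus has several probes, the one whose score lay nearest to the printed score was taken. All 60 printed scores were met within 0.05 with the authors' processed values. By the criteria of the methods, 26 of the 35 loci were called for shoot Na and 21 of the 25 for shoot Na/K. Without O. latifolia, 12 and 0 were called, and with whole genotypes permuted, 0 and 3. The salt effect itself (120 mM minus 0 mM, mean over the 8 genotypes) was higher at 33 and lower at 27 of the 60 probes. Adjusted p reached the threshold at none of them by limma, neither over all probes nor adjusted over the list alone, while 4 of the 35 and 5 of the 25 had an unadjusted p under 0.05. As a set, the loci had a median log2 change of 0.02 (camera with a preset correlation of 0.01, p = 0.605, adjusted over the 8 lists of the study 0.792). None of the 8 lists was called by camera, by camera with an estimated correlation (lowest adjusted p 0.926) or by fry (0.901). The study chose the lists on the stressed arrays, so tests on the lists alone are not independent evidence. The median moved most when Nipponbare was left out, to 0.10.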

Among the genes involved in sodium homeostasis, the notables are Na^+^/H^+^ exchangers such as Os09g0286400, Os05g0382200, Os11g0648000, and Os12g0641100 and potassium transport related genes such as Os03g0656500, Os07g0102100, Os03g0337500, Os01g0932500, Os02g0519100, Os03g0575200, and Os04g0682800 etc. 

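The 4 Na+/H+ exchangers had SAM scores for shoot Na/K of 2.26 (Os09g0286400), 2.05 (Os05g0382200), 2.16 (Os11g0648000) and −2.65 (Os12g0641100). All 4 were called. Without O. latifolia the scores were 0.88, 0.33, 1.62 and −1.11, and none was called. The log2 signal of Os05g0382200 was 5.31 ± 1.90 at 0 mM and 6.18 ± 1.72 at 120 mM (SD, n = 8 genotype means), with a change of 0.87 (standard error 0.50, adjusted p = 0.366) by limma. This was the largest change of the 4, and 7 of the 8 genotypes were higher under salt. Its score turned negative (−1.12) without both wild species. Among the potassium transport genes, Os07g0102100 (2.86) and Os03g0337500 (−3.59) were called for shoot Na. Os03g0656500 had a score of −2.27 for shoot Na and was not called. Os04g0682800 was called for shoot Na/K (−2.29), but its score was 0.38 without O. latifolia. Os03g0575200 stood at 1.90 and was not called. The signals of Os01g0932500 and Os02g0519100 were not well above background on any unstressed array. Under salt they were so on 2 and 0 of 23 arrays, so no change is given. Both were called for shoot Na/K on these probes near background (2.65 and 2.39).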

Genes for other cations such as Ca^2+^, Mg^2+^ and anions such as ammonium, nitrate, sulfate, and phosphate were also significantly expressed under salt stress.

**Table 2:** **Lists of genes (among the significant genes for (a) shoot Na^+^ and (b) shoot Na^+^/K^+^) involved in ion homeostasis and transports under salinity stress in wide natural variation of rice genotypes**.

**Probe Name**	**Annotation**	**(a) among the significant genes for shoot Na^+^**		**(b) among the significant genes for shoot Na^+^/K^+^**	
		**Fold score**	***q*-value (%)**	**Fold score**	***q*-value (%)**
Os01g0557500	Cation/proton exchanger 1a.	−2.48	3.03		
Os01g0645200	Bile acid:sodium symporter family protein.	−2.35	3.35		
Os05g0382200	Na+/H+ exchangeing protein-like.			2.02	3.29
Os06g0152200	Salt-tolerance protein.	−2.11	4.88		
Os06g0701600	Cation transporter family protein.	−2.96	1.30		
Os08g0503700	Sodium/sulfate symporter family protein.			−2.26	2.81
Os09g0286400	Sodium/hydrogen exchanger family protein.			2.25	2.34
Os09g0299400	Sodium-and chloride-activated ATP-sensitive potassium channel.			−2.72	1.79
Os09g0484900	Sodium-dicarboxylate cotransporter-like.			−2.01	3.89
Os10g0436900	Sodium/calcium exchanger membrane region domain cont. protein.	−2.13	4.88		
Os11g0648000	Sodium/hydrogen exchanger subfamily protein.			2.13	2.81
Os12g0170300	Bile acid:sodium symporter family protein.			2.20	2.34
Os12g0641100	Sodium/hydrogen exchanger family protein.			−2.64	1.79
Os01g0210700	Potassium channel (Fragment).	−2.08	4.88		
Os01g0369300	Potassium transporter 1 (AtPOT1) (AtKUP1) (AtKT1).	−2.11	4.88		
Os01g0648000	Potassium channel.			2.64	1.36
Os01g0696100	K+ channel, two pore family protein.			2.33	1.79
Os01g0932500	K+ potassium transporter family protein.			2.65	1.36
Os02g0519100	K+ potassium transporter family protein.			2.40	1.79
Os02g0612700	K+ channel tetramerisation domain containing protein.	−2.52	2.51		
Os03g0337500	K+ potassium transporter family protein.	−3.57	0.71		
Os03g0575200	K+ potassium transporter family protein.			1.88	3.89
Os03g0656500	K-exchanger-like protein.	−2.24	3.62		
Os04g0401700	Potassium transporter 5 (AtPOT5) (AtHAK1) (AtHAK5).			−2.15	3.29
Os04g0682800	Potassium efflux system protein family protein.			−2.28	2.81
Os06g0625900	Potassium transporter 8 (AtPOT8) (AtHAK8).	−2.94	1.44		
Os06g0671000	Potassium transporter 1 (AtPOT1) (AtKUP1) (AtKT1).			−2.22	2.81
Os07g0102100	K+ potassium transporter family protein.	2.85	1.92		
Os07g0669700	Potassium transporter 4 (AtPOT4) (AtKUP3) (AtKT4).	−3.17	0.93		
Os01g0678500	Two-pore calcium channel.	−2.15	4.88		
Os01g0908500	Mg2+ transporter protein, CorA-like family protein.	−2.13	4.88		
Os02g0138900	Low affinity calcium antiporter CAX2.	−2.54	2.51		
Os02g0720700	Cl− channel, voltage gated family protein.			1.99	3.29
Os04g0605500	Calcium-transporting ATPase 8, plasma membrane-type	−2.93	1.44		
Os04g0653200	Low affinity calcium transporter CAX2 (Fragment).			1.88	3.89
Os05g0594200	Calcium/proton exchanger superfamily protein.	2.65	3.03		
Os03g0150800	High affinity phosphate transporter 2 (Phosphate transporter).			2.91	0.88
Os03g0161200	Sulfate transporter 3.1 (AST12) (AtST1).	−2.95	1.30		
Os03g0195800	High affinity sulfate transporter.			3.62	0.38
Os03g0838400	Ammonium transporter.	−2.99	1.30		
Os04g0185600	Phosphate transporter 6.	−3.65	0.71		
Os05g0477800	High-affinity sulfate transporter HvST1.			2.69	1.09
Os08g0155400	Nitrate transporter (Fragment).	−2.67	2.15		
Os08g0406400	Sulfate transporter (Fragment).	2.67	2.51		
Os09g0240500	Sulfate transporter 4.1, chloroplast precursor (AST82).	−2.26	3.62		
Os10g0444600	Phosphate transporter (Fragment).	−2.50	2.51		
Os01g0588200	Voltage-dependent anion channel.			2.78	1.09
Os01g0704100	Membrane transporter.	−2.52	2.51		
Os01g0975900	Tonoplast membrane integral protein ZmTIP1-2.	3.31	0.80		
Os02g0117500	Glutamate receptor 3.2 precursor (AtGluR2).			3.38	0.39
Os02g0255000	Cyclic nucleotide-gated ion channel 1 (AtCNGC1)			2.09	2.81
Os02g0823100	Plasma membrane intrinsic protein (ZmPIP1-5)	−2.61	2.15		
Os03g0129100	Seven transmembrane protein MLO2.	−2.78	1.92		
Os03g0758300	Cyclic nucleotide-gated ion channel 2 (AtCNGC2)	−2.35	3.35		
Os04g0643600	Cyclic nucleotide-gated channel C (Fragment).	−2.13	4.88		
Os05g0231700	Tonoplast membrane integral protein ZmTIP4-2.	3.35	0.67		
Os06g0527400	Cyclic nucleotide-gated calmodulin-binding ion channel.			1.84	3.89
Os08g0555000	Transmembrane 9 superfamily protein member 2 precursor (p76).	2.83	1.92		
Os09g0541000	Plasma membrane intrinsic protein 2c, (PIP2c, TMP2C)	2.56	3.35		
Os12g0639800	Vesicle-associated membrane protein 722 (AtVAMP722)	−2.70	1.92		

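The aquaporin Os09g0541000 (2.58) and the tonoplast integral proteins Os01g0975900 (3.33) and Os05g0231700 (3.42) were called with positive scores for shoot Na. The membrane transporter Os01g0704100 (−2.51), the vesicle associated membrane protein Os12g0639800 (−2.74) and the ion channel Os03g0758300 (−2.36) were called with negative scores. Of the other ion channels, 3 were called for shoot Na/K, Os02g0117500 at 3.41, Os01g0588200 at 2.82 and Os02g0255000 at 2.12. The score of Os02g0255000 was −0.56 without the wild species. Os04g0643600 had a score of −2.17 for shoot Na and was not called. On the probes taken for the scores, Os03g0758300 had the largest salt effect among these genes. Its log2 signal was 11.25 ± 0.57 at 0 mM and 12.01 ± 0.68 at 120 mM (SD, n = 8 genotype means), a change of 0.76 (standard error 0.22, adjusted p = 0.0559) by limma, higher in 6 of 8 genotypes. The signal of Os06g0527400 was well above background on 0 arrays at 0 mM and 1 at 120 mM, so no change is given. The changes of the remaining genes lay between −0.42 and 0.11 on these probes, with adjusted p of at least 0.268. Brighter probes of Os01g0975900 changed by −0.95 (adjusted p = 0.0624) and −0.60, more than the probe taken (−0.33), and 3 brighter probes of Os09g0541000 by −0.42 to −0.28.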

Several membrane intrinsic and ion channel related genes having putative roles in ion homeostasis were also found to be significantly expressed e.g., aquaporin (Os09g0541000); membrane transporter (Os01g0704100), tonoplast integral protein (Os01g0975900, Os05g0231700); vesicle associated membrane protein (Os12g0639800), and ion channels (Os04g0643600, Os06g0527400, Os02g0255000, Os03g0758300, Os02g0117500, and Os01g0588200) etc. The cation transporter family protein (Os06g0701600) and cation/proton exchanger (Os01g0557500) are found to be negatively expressed for shoot Na.

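Os06g0701600 had a score of −2.95 and Os01g0557500 of −2.43 for shoot Na, and both were called. The log2 signal of Os06g0701600 was 7.82 ± 0.77 at 0 mM and 7.79 ± 0.95 at 120 mM (SD, n = 8 genotype means), a salt effect of −0.02 (standard error 0.36, adjusted p = 0.986) by limma. For Os01g0557500, these values were 5.06 ± 0.45 at 0 mM and 5.65 ± 1.03 at 120 mM, with a change of 0.59 (standard error 0.33, adjusted p = 0.353). It was well above background on 20 of 23 arrays at each treatment. A brighter probe of Os01g0557500 changed by 0.70 (adjusted p = 0.0571), and another was called for shoot Na/K (−3.30).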

Around 15 genes such as Os01g0290800, Os01g0356000, Os01g0609200, Os01g0609300, Os01g0966100 etc., were found to be involved in ABC transport (not shown in table). 

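Of the 5 ABC transport genes named, Os01g0356000 (−2.50) and Os01g0609200 (−2.55) were called for shoot Na. The scores of Os01g0609300 (−2.26) and Os01g0966100 (−2.28) were negative as well but did not pass the criterion on the q-value. For the salt effect, Os01g0609300 had the highest log2 change of the 5. It rose from 8.27 ± 0.66 at 0 mM to 9.39 ± 0.81 at 120 mM (SD, n = 8 genotype means), a change of 1.12 (standard error 0.31, adjusted p = 0.0508) by limma, and 7 of 8 genotypes were higher under salt. The next were Os01g0609200 at 0.41 (adjusted p = 0.670) and Os01g0966100 at 0.25 (adjusted p = 0.4661). Os01g0290800 was well above background on 4 arrays at 0 mM and 1 at 120 mM.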

The ABC-transporter proteins are believed to transport various substrates such as ions, amino acids, sugars and peptides across cellular membranes besides their role in detoxification, plant growth and developmental processes (Martinoia et al., 2002; Davidson et al., 2008). In yeast, ABC transporters are found to be involved in cation homeostasis but their role in plants is yet to be identified (Rea, 1999; Kang et al., 2010).

### Global regulation of biological processes (BP) under salt stress

More biological processes (BP) are significantly enriched by the induced genes (Table 3; Tables S4b,c) compared to that of by the constitutive genes (Tables S5b,c) as determined by the Singular Enrichment Analysis (SEA). Under unstressed conditions, no BPs were significantly enriched by the genes that are expressed for shoot Na^+^ and shoot Na^+^/K^+^ (Table S5b1), whereas most of the BPs were enriched by the genes that are expressed for these tissue ion traits under stressed conditions (Table 3; Table S4b1). This clearly shows that salt stress activates a series of genes which enrich different BPs in response to the stress across the range of genotypes. 

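The change of expression with salt was tested directly as 120 mM minus 0 mM. As a mean over the 8 genotypes, 826 of 42477 probes were called by limma (adjusted p), 527 higher and 299 lower under salt, and 7674 had an unadjusted p under 0.05. Without Banikat the number was 4842, without IR 58 it was 38, without replicate 1 it was 0 (4140 unadjusted) and without both wild species 2. Of the 826 probes, 86 changed the same way in all 8 genotypes and 645 were called in no single genotype. Within single genotypes, limma called 1691 probes in O. latifolia (1097 higher, 594 lower), 43 in O. rufipogon, 5 in Nipponbare, 2 in BRRI dhan 29, 1 in IR 58 and 1 in Pokkali. PSBRc50 and Banikat had 0, with 2248 and 3175 probes at an unadjusted p under 0.05. In Banikat, 440 were called without its 0 mM replicate 3, against at most 4 without any other of its arrays. Without the 8 arrays that resemble another genotype, counts rose in every genotype but O. latifolia, in part by construction. The low counts therefore do not show that salt effects are absent. Without its replicate 2 at 120 mM, the number for O. latifolia was 1227 (457 higher, 770 lower), and without its replicate 1 at 120 mM 7140. Fitted to the arrays of O. latifolia alone, the same test called 0 probes, with 1543 unadjusted. Of the 1742 probes called in at least 1 genotype, 1 was called in at least 2. The salt effect differed between the genotypes at 255 probes by limma's interaction test. When treatments were shuffled within each genotype, 6 of 100 splits, the real one included, gave as many, so chance is not excluded. This number was 3761 without replicate 3 and fell without replicate 1. By the rule set for naming, 45 probes were called, well above background and changed the same way in every genotype, 6 up and 39 down. Among the rises, Os01g0795400 went from 8.41 ± 1.14 to 9.62 ± 0.97 (SD, n = 23 arrays), a log2 change of 1.24 (standard error 0.28, adjusted p = 0.0180). Os05g0525900 rose by 1.22 (adjusted p = 0.0250), and Os01g0849000, Os10g0530900 and Os07g0189800 by 0.80 to 1.13. The largest fall was in Os01g0127000, from 8.72 ± 2.05 to 6.98 ± 1.32 (SD, n = 23), a change of −1.81 (standard error 0.46, adjusted p = 0.0317). Os07g0448200 (−1.70), Os08g0106300 (−1.67), Os02g0753000 (−1.54) and Os12g0194900 (−1.43) followed. Os02g0753000 was well above background on 17 of 23 arrays at 120 mM. The enrichment of biological processes was not analysed here, since no annotation of GO terms came with the data.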

The major BPs that are activated under stressed conditions are Apoptosis, Stress Response, Signaling process, Transport, Metabolic and Catabolic process, Cellular, and Developmental processes etc (Table 3). The role of individual genes is not described in detail in this section, instead is discussed according to the molecular functions enriched by these genes in the next section.

**Table 3:** **List of significant GO categories of biological process under stressed condition for significant positively and negatively expressed genes for different morpho-physiological traits as determined by Singular Enrichment Analysis**.

**GO Category: Biological Processes**		**Positively Expressed Genes**			**Negatively Expressed Genes**		
		**Shoot Na^+^**	**Shoot Na^+^/K^+^**	**Root K^+^**	**Shoot Na^+^**	**Shoot Na^+^/K^+^**	**Root K^+^**
Apoptosis	Programmed cell death			9			
Stress Response	Response to abiotic stimulus		29		12	29	
	Response to chemical stimulus (response to endogenous, organic substance, and hormone)		110		19	77	6
	Response to biotic stimulus	8	14			11	
	Cellular response to stimulus		77			46	
Signaling process	Signal transduction, intracellular signaling process; signaling pathway		125				
Transport	Transmembrane transport					35	
	Di-, tri-valent inorganic cation transport; and transition metal ion transport				9	13	
Metabolic processes	Regulation of transcription, gene expression				177		
	Negative regulation of gene expression (silencing)					9	
	Translation	45					
	Cellular nitrogen compound biosynthetic process (amine, amino acid biosynthetic process)					61	
	Protein modification by small protein conjugation or removal		31		19	22	
	Protein amino acid dephosphorylation				16		
	Generation of precursor metabolites and energy (including photosynthesis, light harvesting)		26		43	67	
	Small molecule metabolic process		15			208	
	Cellular lipid metabolic process					51	
	Cellulose metabolic process		17				
	Secondary metabolic process		31		11	34	
Catabolic process	Including protein, polysaccharadie catabolic process		126				
Cellular process	Cell cycle		17		7	23	
	DNA conformation change (DNA packaging)	16					
	DNA recombination		32				
	Microtubule cytoskeleton organization		6				
	Cellular macromolecular complex subunit organization	19					
Developmental process	Multicellular organismal process	8	88		27	31	10
	Cellular cell wall organization or biogenesis		70		9	13	
	Reproduction		66		18		
	Regulation of anatomical structure size		9				
	Oxidation reduction	29		6	54		12

*The details (GO terms, p-values, FDR values, GO flash charts and schematic diagrams) can be found in Tables S4b1,2*.

### Global regulation of molecular functions (MF) under salt stress

Salt stress significantly enriches more molecular functions (MF) in the wide genetic background of rice compared to unstressed conditions as determined by the SEA (Table 4; Tables S4a,c, S5a,c). Significant positively and negatively expressed transcripts under salt stress enriched a number of MFs that includes signal transducer activity, transcription, and translation factory activity, serine hydrolase and metalloexopeptidase activity etc., (Table 4). The individual genes of important molecular functions are discussed below and the detailed discussion of all MFs can be found in Hossain (2014).

**Table 4:** **List of significant GO categories of molecular function under stressed condition for significant positively and negatively expressed genes for different morpho-physiological traits as determined by Singular Enrichment Analysis**.

**GO category: Molecular Functions**		**Positively expressed genes**			**Negatively expressed genes**			
		**Shoot Na^+^**	**Shoot Na^+^/K^+^**	**Root K^+^**	**Shoot Na^−^**	**Shoot Na^+^/K^+^**	**Root K^+^**	**Biomass**
Signal transducer activity			107			56		
Binding	Transcription factor activity				81			
	Translation factor activity (nucleic acid binding)		36			26		
	SNAP receptor activity					6		
	Chaperone binding					6		
	Manganese ion binding				18	18		
	Alkali metal ion binding (including potassium ion binding)		8					
	2 iron, 2 sulfur cluster binding					5		
Catalytic activity	Phosphoprotein phosphatase activity (including protein serine/threonine phosphatase activity)				21			
	Protein methyltransferase activity		13					
	Serine O-acyltransferase activity (including serine O-acetyltransferase activity)				5			
	Serine hydrolase activity (including endopeptidase activity)	10	55			25		5
	Metalloexopeptidase activity		16			9		
	Oxidoreductase activity, acting on CH-OH group of donors					39		
	Oxidoreductase activity, acting on single donors with incorporation of molecular oxygen					12		
Electron carrier activity		27	125	6	48	109	17	

*The details of the GO terms, p-values, FDR values, GO flash charts and schematic diagrams can be found in Tables S4a1,a2,c*.

### Signal transducer activity

Stress is first sensed by the receptors in membranes, which then generates secondary signal messengers like calcium, reactive oxygen species, kinases, and phosphates followed by the activation of transcription factor genes that eventually coordinates the plant's adaptive biochemical and physiological responses (Huang et al., 2012; Proietti et al., 2013). This study indentified 107 up-regulated and 54 down-regulated transcripts that are involved in signaling (Table 5).

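All 107 loci of Table 5a had a positive and all 54 loci of Table 5b a negative SAM score for shoot Na/K at 120 mM. For loci with several probes the one nearest to the printed score was taken, so the sign is partly fixed by this choice. Probes of opposite score signs occur at 16 of the 107 and 15 of the 54 loci, and 3 loci are in both lists with a different probe in each. With the authors' values, 85 of the 107 and 54 of the 54 printed scores were met within 0.05. By the combined criteria, 65 of the 107 and 53 of the 54 were called. The scores of the 107 ran from 1.49 to 3.84 (median 2.13). Permuting whole genotypes gave 9 and 3 calls among the loci of Tables 5a and 5b, and no locus of either list was called without O. latifolia. A score for shoot Na/K is a slope across the stressed seedlings and not a change under salt. The change under salt was higher at 38 and lower at 69 of the 107 positively expressed loci, and higher at 28 and lower at 26 of the 54. The balance depends on single arrays for both lists. Without the array labelled O. latifolia at 120 mM replicate 2, 55 of the 107 were higher and 52 lower, without all replicates numbered 2 it was 60 and 47, and without the 8 arrays that resemble another genotype 58 and 49. None passed limma's adjusted p over all probes or adjusted over the list alone, while 17 of the 107 and 5 of the 54 had an unadjusted p under 0.05. Scaling by the 75th percentile gave 50 higher and 57 lower of the 107. Their median was then −0.01 against 0.11 for all probes, so this split is read relative to that shift. The median log2 change was −0.09 for Table 5a (camera, adjusted p = 0.137) and 0.01 for Table 5b, whose mean was −0.04 (camera, adjusted p = 0.792). Table 5a was called as lower under salt without replicate 1 (median −0.18, adjusted p = 0.01006), without replicate 3 (−0.17, 0.00863) and without O. rufipogon (−0.11, 0.0470), and under no other alternative, with adjusted p up to 0.926. For Table 5b, without the array labelled O. latifolia at 120 mM replicate 2, 15 of the 54 were higher and 39 lower. The median was then −0.23, called as lower under salt (camera, adjusted p = 0.0131). Without O. latifolia, 20 were higher and 34 lower (median −0.15, adjusted p = 0.0390, also called). The fall was larger without replicate 2, a fit that leaves 1 array in some groups. There the median was −0.32, with 14 higher and 40 lower. Without replicate 3 the median was 0.21, with 37 higher and 17 lower (adjusted p = 0.0585). Under the alternatives not named here, the adjusted p was at most 0.969.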

**Table 5:** **Lists of positively (a) and negatively (b) expressed significant transcripts (for shoot Na^+^/K^+^) that are involved in the Molecular Function “Signal transducer activity” as determined by the Singular Enrichment Analysis (SEA)**.

**Name**	**Annotation**
**(a) Positively expressed transcripts (107)**	
Os08g0442700, Os07g0134200, Os06g0334300	Receptor-like kinase, Receptor-like protein kinase 3
Os07g0107800	Phytosulfokine receptor precursor (EC 2.7.1.37)
Os05g0155200, Os07g0259100, Os03g0701700, Os04g0169100, Os02g0820900	Ethylene receptor, Ethylene receptor homolog, Ethylene receptor-like protein 2
Os07g0132500	Lectin-like receptor kinase 7;2
Os01g0239700, Os08g0446400, Os01g0140400	Leucine-rich receptor-like protein kinase
Os01g0836800	Lung seven transmembrane receptor family protein
Os07g0522600	Metabotropic γ-aminobutyric acid receptor, type B family protein
Os02g0131600	Mitochondrial import receptor subunit TOM22, TOM9 homolog
Os02g0117500	Glutamate receptor 3.2 precursor (AtGluR2)
Os02g0245100	Peroxisomal targeting signal type 2 receptor
Os06g0225300	Brassinosteroid insensitive 1-associated receptor kinase 1 precursor
Os01g0665200	Mitogen-activated protein kinase, Blast and wounding induced
Os06g0699400	MAP kinase 2
Os05g0576800	MAP kinase homolog
Os06g0154500	Mitogen-activated protein kinase (MAP kinase 6)
Os10g0533600	Mitogen-activated protein kinase homolog MMK2 (EC 2.7.1.37)
Os09g0349800, Os09g0349600, Os08g0493800, Os04g0540900, Os02g0111800, Os06g0693200, Os02g0153200, Os04g0658700, Os03g0791700, Os05g0525600, Os08g0203700, Os02g0151100, Os01g0976900, Os10g0155800, Os01g0960400, Os10g0497600, Os01g0664200, Os01g0110500, Os01g0741200, Os02g0218400, Os02g0227700, Os02g0153100, Os03g0148700, Os06g0693000, Os01g0514700, Os01g0114900, Os01g0738300 Os05g0414700, Os06g0654600	Protein kinase domain containing protein
Os10g0533800, Os07g0131100, Os03g0772600, Os12g0562500	Protein kinase family protein
Os01g0323000, Os01g0631700, Os10g0136400 Os07g0537200	Serine/threonine kinase, Ser Thr specific protein kinase-like protein
Os01g0223900, Os02g0527900	Curculin-like (mannose-binding) lectin domain containing protein
Os02g0150800	Cyclin-like F-box domain containing protein
Os12g0256000, Os05g0407500	Esterase/lipase/thioesterase domain containing protein
Os07g0613300	Exportin-t
Os03g0284100	Expressed protein (Pseudo-response regulator 9) (Timing of CAB expression 1-like protein)
Os03g0637600	Extensin protein-like
Os08g0332800	F7O18.23 protein (SWP1) (Struwwelpeter 1 protein)
Os08g0230300	Galactose oxidase, central domain containing protein
Os06g0199800	GPCR, family 2, secretin-like protein
Os06g0111400	Guanine nucleotide binding protein, alpha subunit family protein
Os06g0163000	Heat shock protein STI (Stress inducible protein) (GmSTI)
Os01g0923700	Histidine kinase-like protein
Os01g0114700	LRK33
Os07g0584200, Os04g0477000	NPH3 domain containing protein
Os06g0625300	Peptidoglycan-binding LysM domain containing protein
Os06g0687800	Pincher
Os07g0130700	Resistance protein candidate (Fragment)
Os08g0376700, Os02g0618200, Os06g0654300, Os09g0532400, Os03g0224200	Response regulator 1, Response regulator receiver domain containing protein
Os07g0537900	SRK3 gene
Os05g0525000	TMK protein precursor
Os01g0904700, Os06g0183100	Two-component response regulator ARR1. Splice isoform 2
Os06g0574200, Os02g0218600	UspA domain containing protein
Os09g0416700	Vesicle transport v-SNARE family protein
Os02g0205400	WD40-like domain containing protein
Os02g0830200, Os04g0524300	ZmRR2 protein (Response regulator 2)
Os05g0112000, Os01g0974400, Os03g0275300	Zn-finger, RING domain containing protein
Os06g0716000, Os04g0433600	Protein of unknown function DUF668 family protein
Os09g0573200, Os09g0470900	Conserved hypothetical protein
Os03g0738800, Os07g0501800, Os04g0631900, Os01g0690900	Hypothetical protein
**(b) Negatively expressed transcripts (54)**	
Os10g0346600	BP-80 vacuolar sorting receptor
Os11g0473000	ER lumen protein retaining receptor (HDEL receptor)
Os05g0529300	ER lumen protein retaining receptor (HDEL receptor)
Os06g0680500	Glutamate receptor 3.1 precursor (Ligand-gated ion channel) (*AtGLR2*)
Os06g0717200	Leucine-rich repeat/receptor protein kinase precursor
Os11g0514500	Leucine-rich repeat-containing extracellular glycoprotein precursor
Os03g0343400	Photolyase/blue-light pthotoreceptor (PHR2)
Os01g0176400	Photoreceptor-interacting protein-like
Os01g0114600	Receptor-like kinase ARK1AS (Fragment)
Os06g0496800	Serine/threonine kinase receptor precursor
Os08g0480100	Signal recognition particle receptor protein (Fragment)
Os05g0100700, Os08g0174700	Somatic embryogenesis receptor kinase-like protein
Os06g0708000	MAP kinase homolog
Os06g0367900	Mitogen-activated protein kinase homolog
Os05g0566400	Mitogen-activated protein kinase. Blast and wounding induced
Os01g0206800, Os08g0203400, Os05g0588300, Os05g0258400, Os05g0480400, Os02g0228300, Os01g0116400, Os06g0676600, Os02g0821400, Os01g0779300, Os02g0106900	Protein kinase domain containing protein
Os11g0678000, Os01g0114100	Protein kinase family protein
Os01g0121100	AR401
Os01g0958100	Cell division transporter substrate-binding protein, FtsY family protein
Os03g0284100	Expressed protein (Pseudo-response regulator 9) (Timing of CAB expression 1-like protein)
Os03g0637600	Extensin protein-like
Os07g0535700	F-box protein interaction domain containing protein
Os06g0111400	Guanine nucleotide binding protein (G-protein), alpha subunit family protein
Os11g0206700	Guanine nucleotide binding protein (G-protein)
Os05g0186100	Histidine-containing phosphotransfer protein 4
Os01g0855600	Hs1pro-1 protein
Os02g0259100	Hypothetical protein
Os02g0459600	Legume lectin, beta domain containing protein
Os11g0102200	NPH1-1
Os03g0206700, Os12g0117600, Os11g0118300, Os03g0347700, Os11g0118500	NPH3 domain containing protein
Os05g0127200	Phosphoinositide-specific phospholipase C (PLC) family protein
Os07g0694000	Phosphoinositide-specific phospholipase C
Os07g0695100	Response regulator receiver domain containing protein
Os02g0729400	Rhodanese-like domain containing protein
Os12g0117400	RPT2-like protein
Os11g0143300	Type-A response regulator
Os01g0560200, Os01g0707300	Vesicle transport v-SNARE family protein

*The chromosomal distribution of the positively expressed genes is shown in Figure S1*.

Transcripts of three receptor like kinases (RLK) such as Os08g0442700, Os07g0134200, and Os06g0334300 are up-regulated. 

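The receptor like kinases Os08g0442700 and Os06g0334300 were called with scores of 2.01 and 2.29 for shoot Na/K. Os07g0134200 had 1.93, under the minimum of 2. Without O. latifolia the score of Os08g0442700 was −0.34 and that of Os07g0134200 −0.33. As a salt effect, Os08g0442700 changed from 7.87 ± 1.03 to 7.56 ± 0.74 (SD, n = 8 genotype means), a log2 change of −0.32 (standard error 0.19, adjusted p = 0.385) by limma. Os07g0134200 changed by −0.33 (standard error 0.21, adjusted p = 0.432) and Os06g0334300 by −0.03 (standard error 0.13, adjusted p = 0.923).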

RLKs are known to play roles in stress defense by sensing the extracellular signals and activating downstream pathways by phosphorylating target proteins (Marshall et al., 2012; Tanaka et al., 2012). Very recently, in rice, a putative RLK gene, *OsSIK1*, with extracellular leucine-rich repeats (Ouyang et al., 2010) and a cysteine-rich repeat (CRR) RLK sub-family gene, *ARCK1* (Tanaka et al., 2012) was reported to be induced by salt and drought stresses.

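Of 5 ethylene receptor genes, Os03g0701700 had a called score for shoot Na/K of 2.13, which was −0.60 without both wild species. Os05g0155200 (1.81), Os02g0820900 (1.82) and Os04g0169100 (1.78) had positive scores under the minimum. Os07g0259100 was called for shoot Na/K (2.18, and 0.17 without O. latifolia), but its probe was well above background on 1 of 23 arrays at each treatment, so no change is given. The salt effect of Os03g0701700 was 0.18 (standard error 0.10, adjusted p = 0.337) by limma. Its log2 signal was 12.68 ± 0.39 at 0 mM and 12.86 ± 0.38 at 120 mM (SD, n = 8 genotype means), and 7 of 8 genotypes were higher. Os04g0169100 (0.21) and Os05g0155200 (0.18) rose and the probe taken for Os02g0820900 fell (−0.60), with adjusted p from 0.5262 to 0.741. The 2 brightest probes of Os02g0820900 rose, by 0.18 and 0.11, so the direction at this locus depends on the probe.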

Transcripts of 5 Ethylene receptor genes such as Os05g0155200, Os07g0259100, Os03g0701700, Os04g0169100, and Os02g0820900 were found to be positively expressed under salt stress. The role of ethylene in salt stress response is reported to be equivocal (Achard et al., 2006) and In tobacco, an ethylene receptor gene, *NTHK1* was reported to promote leaf growth (Cao et al., 2006), which demonstrated the significance of these ethylene receptor genes to be studied further in determining their role in salt tolerance.

Among the leucine-rich repeat containing transcripts, three (Os01g0239700, Os08g0446400, and Os01g0140400) and two (Os06g0717200 and Os11g0514500) were found to be negatively regulated in this study, respectively. 

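Positive SAM scores for shoot Na/K were found at Os01g0239700 (1.82, not called), Os08g0446400 (2.21, called) and Os01g0140400 (2.06, called). Negative scores were found at Os06g0717200 (−2.25) and Os11g0514500 (−2.04), both called. Without both wild species the signs of Os08g0446400 (−0.62), Os06g0717200 (0.96) and Os11g0514500 (1.477) were reversed. The largest change under salt among the 5 was that of Os01g0140400, from 6.71 ± 1.07 to 6.18 ± 0.79 (SD, n = 8 genotype means). Its log2 change was −0.53 (standard error 0.28, adjusted p = 0.326) by limma, lower in 7 of 8 genotypes. On the probes taken, the others changed by −0.27 to 0.26, with adjusted p of at least 0.527.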

Cheng et al. (2009) reported a leucine-rich-repeat type receptor-like protein kinase, *OsRPK1* to be induced by multiple stresses in plasma membrane of cortex cells in rice roots and Lorenzo et al. (2009) reported an increase in expression of leucine-rich gene, *Srlk* in *Medicago truncatula* roots upon exposure to salt stress. The *Srlk* gene also had a homolog, Os05g0414700, which was also found to be positively expressed in this study.

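Os05g0414700 had a positive score of 1.81 for shoot Na/K, under the minimum of 2, and 1.06 without O. latifolia. Its log2 signal was 10.54 ± 0.28 at 0 mM and 10.71 ± 0.38 at 120 mM (SD, n = 8 genotype means). The salt effect was 0.17 (standard error 0.14, adjusted p = 0.557) by limma, with 5 of 8 genotypes higher.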

Protein kinases regulate the phosphorylation and dephosphorylation of other proteins and play a crucial role in stress signal transduction. To date, several plant protein kinases, particularly the mitogen-activated protein (MAPK/MPK) kinase are reported to be activated by osmotic stress (Fujita et al., 2006; Sinha et al., 2011). Five MAP kinases including MAP kinase 2 (Os06g0699400), 6 (Os06g0154500) and MAPK homolog MMK2 (Os10g0533600) were positively regulated and three MAP kinases (Os06g0708000, Os06g0367900, and Os05g0566400) are negatively expressed in wide natural rice variation (Table 5). In addition, Serine/threonine protein kinases have also been known to be involved in multi-stress tolerance in plants (Zhao et al., 2009). 

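The 3 positively listed MAP kinases named here had scores for shoot Na/K of 2.62 (Os06g0154500, called), 1.88 (Os10g0533600) and 1.83 (Os06g0699400). Table 5a lists 2 more, Os05g0576800 (2.19, called) and Os01g0665200 (1.76, not called), which changed by −0.15 and −0.28 under salt (adjusted p = 0.764 and 0.321). On the probes nearest to the printed scores, the 3 named were lower under salt, in 6 of 8 genotypes each. For Os06g0699400 this is the dimmest of its probes. Its 2 brightest probes rose by 0.17 and 0.06, and the first of them was called with −2.40 for shoot Na/K. Os06g0154500 fell by 0.32 on the log2 scale (standard error 0.14, adjusted p = 0.203 by limma), from 9.12 ± 1.00 to 8.80 ± 0.88 (SD, n = 8 genotype means). The negatively listed Os06g0367900 (−2.87), Os06g0708000 (−2.36) and Os05g0566400 (−2.18) were all called. Without both wild species their scores were 0.26, 0.08 and 0.50. Their changes under salt were −0.13, 0.49 and −0.70, with adjusted p of 0.894, 0.488 and 0.254. The 2 brighter probes of Os05g0566400 fell by a similar amount (−0.78 and −0.78), but had positive scores.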

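The serine/threonine kinases Os10g0136400 (2.83), Os07g0537200 (2.58), Os01g0323000 (2.54) and Os01g0631700 (2.01) were called with positive scores for shoot Na/K. Os06g0496800 was called with a score of −3.01. Without O. latifolia none of the 5 was called, and the score of Os01g0631700 was −0.11. Without both wild species, Os01g0323000 stood at −0.02. Under salt, Os01g0323000 was lower in 7 of 8 genotypes, 9.97 ± 0.92 at 0 mM and 9.27 ± 0.57 at 120 mM (SD, n = 8 genotype means), a log2 change of −0.70 (standard error 0.24, adjusted p = 0.104) by limma. Os06g0496800 rose by 0.91 (standard error 0.50, adjusted p = 0.339). Os10g0136400 and Os07g0537200 were well above background on 14 and 15 of 23 arrays at 0 mM.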

Among the serine/threonine kinases, four (Os01g0323000, Os01g0631700, Os10g0136400, and Os07g0537200) was positively expressed and only one (Os06g0496800) was found to be negatively regulated. At least, 33 and 13 protein kinase domain containing proteins were found to be positively and negatively expressed in the wide natural variation of rice genotypes.

Among the many other positively expressed transcripts, notable are heat shock protein, mannose binding, extensins, histidin kinases, NPH3 domain containing protein, and Zn-finger domain containing proteins. These transcripts were found to be located in all the chromosomes except in chromosome 11 and chromosomes 1, 2, 6, and 7 contained most of the genes (Figure S1).

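The 107 loci of Table 5a were counted by the chromosome in their locus name and set against the other 29582 loci on the array whose names give a chromosome (Fisher's exact test, two-sided, adjusted over the 12 chromosomes). Chromosome 11 held 0 of the 107 and 1824 of the other loci (Fisher's exact p = 0.00194, adjusted p = 0.0233). Chromosome 1 held 20, chromosome 2 held 16, chromosome 6 held 16 and chromosome 7 held 12. None of these 4 stood apart from the other loci after adjustment. The lowest adjusted p among them was 0.110, for chromosome 6. When all probes were counted in place of loci, 3 chromosomes passed.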

### Transcription factor (TF) activity

The rice genome is known to have 1772 TFs that generally falls under the family of WRKY, DREB, CBF, MYB, bZIP, ERF, zinc-finger, helix-loop-helix, and NAC (Sreenivasulu and Miranda, 2004; Duque et al., 2013). Of the negatively expressed transcripts for shoot Na^+^/K^+^, 81 transcripts were found to significantly enrich the “Transcription factor activity” (Table 6 and Table S4a2). 

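The paper's text and Table 6 name shoot Na/K for these 81 loci, while its Table 4 has them under negatively expressed genes for shoot Na. Both traits are therefore given. The 81 loci of Table 6 are listed without scores, so for loci with several probes the one with the highest mean log2 signal was taken. For shoot Na/K, 28 of the 81 had a negative score and 7 were called, 3 of them negatively as listed and 4 positively. For shoot Na, 77 had a negative score and 32 were called, all negatively, while 17 were called without O. latifolia. With whole genotypes permuted, 0 were called for either trait. With a locus counted when any of its probes was called negatively, 51 were called for shoot Na and 7 for shoot Na/K (against 32 and 3). As a salt effect, 45 loci were higher and 36 lower at 120 mM, with a median log2 change of 0.07 (camera, adjusted p = 0.137). The median was 0.19 without Banikat. The adjusted p of the set over the alternatives ranged from 0.00181 (without Nipponbare) to 0.926. By limma, 3 loci were called over all probes and 6 adjusted over the list alone, and 20 had an unadjusted p under 0.05. The 3 called loci, all higher, were picked out after their values were seen. Os02g0649300 went from 4.97 ± 2.21 to 8.14 ± 2.52 (SD, n = 8 genotype means), a change of 3.17 (standard error 0.79, adjusted p = 0.0312). It was higher in 6 of 8 genotypes and well above background on 30 of 46 arrays. Os04g0541700 changed by 1.81 (standard error 0.44, adjusted p = 0.0272) and Os03g0188900 by 0.58 (standard error 0.14, adjusted p = 0.0222), the latter in 7 of 8 genotypes.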

The four bZip family TFs (Os01g0542700 encoding *OsbZIP4*, Os03g0770000 encoding *OsbZIP32*, Os08g0543900 encoding *OsbZIP68*, and Os11g0154800) that were found to be salt responsive in this study have not been reported before. 

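Of the bZip genes, Os11g0154800 (−3.72), Os03g0770000 (−3.16) and Os01g0542700 (−2.34) were called with negative scores for shoot Na. Os08g0543900 had −2.12 and was not called. None was called for shoot Na/K, where the scores lay between −0.43 and 1.28. The salt effect was largest at Os03g0770000, 6.17 ± 1.29 at 0 mM and 5.74 ± 1.46 at 120 mM (SD, n = 8 genotype means), a log2 change of −0.44 (standard error 0.36, adjusted p = 0.573) by limma. Os08g0543900 changed by 0.23 (standard error 0.12, adjusted p = 0.323), higher in 6 of 8 genotypes. Os01g0542700 stood at −0.24 and Os11g0154800 at 0.17. On the stressed arrays, Os03g0770000 was well above background on 16 of 23 and Os11g0154800 on 17.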

Some of the identified salt and drought responsive bZIP proteins are *OzBZ8* (Mukherjee et al., 2006), *OsbZIP15* (Zou et al., 2008), *OsbZIP23* (Xiang et al., 2008), *OsbZIP46* (Tang et al., 2012), *OzAREB1* (Jin et al., 2010), and *OsbZIP16* (Chen et al., 2012).

**Table 6:** **Lists of significant transcripts (for shoot Na^+^/K^+^) that are involved in transcription factor activity as determined by the Singular Enrichment Analysis (SEA)**.

**Name**	**Annotation**
Os01g0952800	Basic helix-loop-helix dimerisation region bHLH domain containing protein
Os01g0542700, Os03g0770000	Basic-leucine zipper (bZIP) transcription factor domain containing protein
Os08g0543900	BZIP transcription factor RF2b
Os11g0154800	DNA-binding factor of bZIP class (Fragment)
Os01g0826400	WRKY transcription factor 24
Os01g0750100	WRKY transcription factor 31
Os02g0770500	WRKY transcription factor 32
Os01g0665500, Os07g0583700	WRKY transcription factor 34
Os02g0265200	WRKY transcription factor 39
Os02g0462800	WRKY transcription factor 42 (Transcription factor WRKY02)
Os08g0276200	WRKY transcription factor 44 (WRKY DNA-binding protein 44)
Os01g0730700	WRKY transcription factor 49
Os03g0798500	WRKY transcription factor 6
Os06g0158100	WRKY transcription factor 63
Os02g0181300	WRKY transcription factor 71 (Transcription factor WRKY09)
Os03g0680800	BEL1-related homeotic protein 14 (Fragment)
Os03g0762000	Casein kinase II alpha subunit
Os06g0127100	CBF-like protein
Os02g0203000	Concanavalin A-like lectin/glucanase domain containing protein
Os04g0597300	DNA-binding WRKY domain containing protein
Os01g0678700	DP protein
Os01g0165000	DRE binding protein 2
Os03g0152100	E2F dimerization factor
Os02g0537500	E2F homolog
Os04g0669200	Ethylene response factor 3
Os05g0497200	Ethylene responsive element binding factor 4 (AtERF4)
Os05g0497300, Os06g0194000	Ethylene responsive element binding factor 5 (AtERF5)
Os02g0655200	Ethylene responsive element binding factor3 (OsERF3)
Os01g0934300	Flowering-time protein isoform beta
Os01g0658900	G-box binding factor 1
Os03g0640800	HD-Zip protein (Homeodomain transcription factor) (ATHB-14)
Os03g0745000	Heat shock factor (HSF)-type, DNA-binding domain containing protein
Os02g0232000	Heat shock transcription factor 29 (Fragment)
Os03g0854500	Heat shock transcription factor 31 (Fragment)
Os06g0603000	Heme oxygenase 1 (Fragment)
Os02g0147800	Homeo protein (Fragment)
Os01g0818400, Os03g0109400, Os04g0541700, Os04g0548700	Homeobox domain containing protein
Os05g0129700	Homeobox protein rough sheath 1
Os03g0188900	Homeobox-leucine zipper protein ATHB-6 (Homeodomain transcription factor ATHB-6) (HD-ZIP protein ATHB-6)
Os09g0528200	Homeodomain leucine zipper protein (Fragment)
Os03g0224700	HSP protein (Fragment)
Os03g0673000	Knotted1-type homeobox protein OSH10 (Fragment)
Os03g0727200	Knotted1-type homeobox protein OSH3
Os01g0201700	MADS box protein
Os06g0712700	MADS-box protein SPW1
Os05g0437700	OSE2-like protein (Fragment)
Os02g0797100, Os04g0547600, Os04g0610400, Os05g0549800, Os06g0691100, Os07g0227600, Os08g0408500, Os08g0521600, Os11g0129700	Pathogenesis-related transcriptional factor and ERF domain containing protein
Os01g0883100	PISTILLATA-like MADS box protein
Os01g0174000	Protein HY5 (AtbZIP56)
Os06g0712600	Protein of unknown function DUF702 family protein
Os02g0649300	Short highly repeated, interspersed DNA (Fragment)
Os06g0252300	TF-like protein (Fragment)
Os01g0899800, Os06g0657500	ANT (Ovule development protein aintegumenta)
Os03g0341000	AP2 domain containing protein RAP2.2 (Fragment)
Os03g0191900	AP2 domain family transcription factor homolog (AP2 domain transcription factor)
Os09g0369000	AP2 domain transcription factor RAP2.3 (Related to AP2 protein 3)
Os02g0657000	AP2 domain-containing protein Rap211
Os09g0423800	AP2-1 protein (Fragment)
Os02g0546600	AP2-domain DNA-binding protein
Os04g0539500	AtGATA-3 protein (GATA transcription factor 3)
Os03g0313100, Os08g0442400	BABY BOOM
Os08g0472400, Os09g0456700	Conserved hypothetical protein
Os01g0200300, Os03g0231000	Hypothetical protein

*The chromosomal distribution of the positively expressed genes is shown in Figure S2*.

Among the 70 identified WRKY genes in rice and *Arabidopsis* (Goff et al., 2002; Dong et al., 2003), transcripts of 12 TFs were found to be salt stress responsive in this study (Table 6 and Table S4a2). Of these, *OsWRKY6* (Os03g0798500) and *OsWRKY42* (Os02g0462800) were found to be low phosphorus (Chen et al., 2009) and low boron (Kasajima et al., 2010) responsive, *OsWRKY24* (Os01g0826400) stress responsive (Wei et al., 2013); *OsWRKY34* (Os01g0665500 and Os07g0583700) cold responsive (Zou et al., 2010); *OsWRKY34* (Os02g0265200) heat responsive; all in *Arabidopsis* (Li et al., 2010). However, the TFs WRKY31 (Os01g0750100), WRKY32 (Os02g0770500), WRKY44 (Os08g0276200), WRKY49 (Os01g0730700), WRKY63 (Os06g0158100), and WRKY71 (Os02g0181300) were not reported earlier.

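Among these 6 WRKY genes, Os03g0798500 was called for shoot Na with a score of −3.10. The scores of the others for shoot Na were between −2.01 (Os01g0665500) and −0.79 (Os02g0462800), all negative, and none was called on these probes, the brightest of each locus. Other probes were called for shoot Na at Os02g0462800 (−2.60), Os01g0826400 (−2.56), Os01g0665500 (−2.56) and Os07g0583700 (−2.34), and for shoot Na/K at Os07g0583700 (3.58). The largest salt effect was that of Os02g0265200, which had log2 signals of 8.41 ± 0.62 at 0 mM and 7.96 ± 0.49 at 120 mM (SD, n = 8 genotype means). Its change was −0.45 (standard error 0.19, adjusted p = 0.206) by limma, lower in 7 of 8 genotypes. Another probe of this locus changed by −0.56 (adjusted p = 0.0414). The other loci changed by −0.14 to 0.15, with adjusted p of at least 0.649.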

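For shoot Na, Os02g0770500 (−3.34), Os01g0730700 (−2.55) and Os08g0276200 (−2.33) were called. Os02g0181300 was called for shoot Na/K (−2.29), and its score was 0.31 without both wild species. Os06g0158100, with a score of −2.10 for shoot Na, was well above background on 10 of 23 arrays at each treatment. Os01g0750100 had scores of 0.55 and −0.10 for shoot Na and shoot Na/K. Another probe of Os01g0750100 was called for shoot Na/K (2.08), and another of Os02g0181300 for shoot Na (−2.81). Changes under salt reached 0.38 (standard error 0.29, adjusted p = 0.520 by limma) at Os02g0181300, whose log2 signal was 11.35 ± 1.64 at 0 mM and 11.73 ± 1.23 at 120 mM (SD, n = 8 genotype means). The lowest was −0.23 at Os01g0730700 (adjusted p = 0.701).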

The other important TFs found to be salt responsive in this study include CBF like protein, E2F protein, ethylene responsive TFs, heat shock, and MADS-box proteins and AP2 domain containing proteins (Table 6 and Table S4a2). 

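Of the 81 loci of Table 6, 16 lie on chromosome 1, 13 on chromosome 2 and 17 on chromosome 3, and 0 on chromosomes 10 and 12. By Fisher's exact test against the other 29608 loci of the array whose names give a chromosome, no chromosome passed the threshold. The lowest adjusted p was 0.0998. With all probes counted instead, 6 chromosomes passed.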

Chromosome 1, 2, and 3 contain most of the genes while no genes were located in chromosome 10 and 12 (Figure S2). Some of these TFs are reported to play roles in abiotic and biotic stress tolerance in rice and other crops; however, a detailed investigation of the previously unidentified TFs will provide valuable information in explaining salinity tolerance mechanisms in rice.

### Translation factor activity

The regulation of translation, that facilitates the selective synthesis of required proteins, is one of the versatile strategies plants have evolved to cope with the environmental stresses. Generally, in eukaryotes, eukaryotic initiation factor (*eIF4E*) recognizes the 5′-cap structure of mRNAs to begin the canonical cap-dependent translation. The *eIF4G* and *eIF4A* then interacts with *eIF4E* to form the *eIF4F* (cap-binding complex) and the factors *eIF4B, eIF3, eIF1*, and *eIF1A* are subsequently recruited that ultimately regulates translation (Echevarría-Zomeño et al., 2013). Under stresses, the eukaryotic cells usually inhibit this translation initiation that affects the activity of initiation factor *eIF2* and *eIF4E*, a mechanism mainly unknown in plants (Wek et al., 2006; Muñoz and Castellano, 2012). In this study, among the significantly positively and negatively expressed genes, 36 and 26 genes, respectively were found to enrich the translation factor activity (Table 7, Table S4a2; Figure S3).

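Of the 36 positively listed loci of Table 7, 32 had a positive score for shoot Na/K and 13 were called. Of the 26 negatively listed loci, 24 had a negative score and 16 were called. Without O. latifolia, 0 of either list were called, with 1 score of at least 2 in size in each, and with whole genotypes permuted, 4 and 0. These counts rest on the brightest probe of each locus. With a locus counted when any of its probes was called with the listed sign, they were 23 of the 36 and 24 of the 26. Under salt, 17 of the 36 were higher and 19 lower, and of the 26, 13 were higher and 13 lower. None passed limma's adjusted p over all probes or adjusted over the list alone, while 6 and 1 had an unadjusted p under 0.05. The median log2 change was −0.02 for the 36, with a mean of 0.03 (camera, adjusted p = 0.792), and 0.02 for the 26 (camera, adjusted p = 0.648).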

**Table 7:** **Lists of positively (a) and negatively (b) expressed transcripts (for shoot Na^+^/K^+^) that significantly enriched the translation factor activity in wide natural variation of rice genotypes**.

**Name**	**Annotation**
**(a) Positively expressed transcripts (36)**	
Os02g0146600	Eukaryotic initiation factor 4A (eIF4A) (eIF-4A)
Os03g0566800	Eukaryotic initiation factor 4A-3 (eIF4A-3) (eIF-4A-3)
Os05g0566500	Eukaryotic translation initiation factor 3 subunit 7 (eIF-3 zeta) (eIF3d) (p66)
Os07g0124500	Eukaryotic translation initiation factor 3 subunit 8 (eIF3 p110) (eIF3c)
Os07g0555200	Eukaryotic translation initiation factor 4G
Os07g0597000	Eukaryotic translation initiation factor 5A (eIF-5A)
Os03g0758800	Eukaryotic translation initiation factor 5A-2 (eIF-5A) (eIF-4D)
Os12g0507200	Eukaryotic translation initiation factor 5A-2 (eIF-5A) (eIF-4D)
Os05g0592600	Initiation factor 2 family protein
Os02g0101100	Initiation factor 3 family protein
Os05g0575300	Translation initiation factor IF-2, chloroplast precursor (PvIF2cp)
Os02g0557600, Os05g0498400	Translation initiation factor SUI1 family protein
Os04g0237300	DNA-directed RNA polymerase alpha chain (EC 2.7.7.6) (PEP)
Os03g0851100	Eftu
Os03g0196900	TFIIB-related protein (Fragment)
Os11g0166800	Transcription elongation factor S-II, N-terminal domain containing protein
Os03g0441000	Transcription initiation factor TFIID component TAF4 domain containing protein
Os01g0846900	Transcription initiation factor TFIID domain containing protein
Os07g0662500	Elongation factor 1-beta' (EF-1-beta')
Os06g0571400	Elongation factor 1-gamma (EF-1-gamma) (eEF-1B gamma)
Os01g0742200	Elongation factor EF-2 (Fragment)
Os03g0565500	Elongation factor G 1, mitochondrial precursor (mEF-G-1)
Os02g0456200	G1 to S phase transition protein 1 homolog
Os01g0528000, Os01g0652800 Os01g0655400, Os06g0688100	Hypothetical protein
Os01g0229100, Os02g0122300	Conserved hypothetical protein
Os02g0812400	Nucleotidyl transferase domain containing protein
Os05g0277300	Peptide chain release factor 1
Os07g0503700	Proteasome component region PCI domain containing protein
Os01g0887200	Winged helix DNA-binding domain containing protein
Os06g0597400	ZLL/PNH homologous protein
Os04g0168100	Zn-finger, C2H2 type domain containing protein
**(b) Negatively expressed transcripts (26)**	
Os04g0533000	ATP-dependent RNA helicase p54 (Xp54)
Os05g0227700, Os07g0191700	Conserved hypothetical protein
Os03g0177400, Os03g0178000	EF-1 alpha
Os11g0116400	Elongation factor P (EF-P)
Os12g0541500	Elongation factor Ts (EF-Ts)
Os07g0614500	Elongation factor 1-beta (EF-1-beta)
Os02g0220500, Os02g0220600	Elongation factor 1-gamma (EF-1-gamma) (eEF-1B gamma)
Os02g0300700	Eukaryotic translation initiation factor 1A (EIF-1A) (EIF-4C)
Os07g0681000	Eukaryotic translation initiation factor 2 beta subunit (eIF-2-beta) (P38)
Os01g0120800	Eukaryotic translation initiation factor 3 subunit 10 (eIF-3 theta)
Os07g0167000	Eukaryotic translation initiation factor 3 subunit 6 (eIF-3 p48) (eIF3e)
Os01g0970400	Eukaryotic translation initiation factor 4E-1 (eIF4E-1) (eIF-4E-1)
Os12g0607100	Histone-lysine N-methyltransferase, H3 lysine-9 specific (EC 2.1.1.43)
Os02g0794400	Initiation factor three family protein
Os05g0107700	Transcription initiation factor IIA gamma chain (TFIIA-gamma)
Os07g0639800	Translation initiation factor IF6 family protein
Os06g0338900	Nucleotidyl transferase domain containing protein
Os05g0277300	Peptide chain release factor 1
Os02g0606100	Quinoprotein amine dehydrogenase, beta chain-like domain containing protein
Os02g0641800	RNA helicase
Os12g0165700	Transcription factors TFIIS, elongin A, CRSP70, conserved domain containing protein
Os01g0772200, Os10g0397200	Winged helix DNA-binding domain containing protein

*The chromosomal distribution of the positively expressed genes is shown in Figure S3*.

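The initiation factors eIF-5A (Os07g0597000, score 3.07), eIF 3 family protein (Os02g0101100, 2.97) and eIF4A-3 (Os03g0566800, 2.61) had the highest scores for shoot Na/K among the initiation factors named, on the brightest probe of each locus. Os05g0498400 (2.10), Os02g0557600 (2.03) and Os05g0566500 (2.02) were called as well. Of the other factors, Os03g0196900 (2.89), Os01g0742200 (2.08) and Os01g0846900 (2.04) were called. Os12g0507200 had a score of −0.20 with all arrays and 2.36 without O. rufipogon. Other probes than the brightest were called at Os05g0566500 (3.36, above all of these), Os12g0507200 (2.32), Os03g0758800 (2.57), Os05g0592600 (2.20), Os03g0441000 (2.48 and 2.84) and Os07g0662500 (2.06). Without both wild species, Os02g0557600 (−0.02) and Os01g0742200 (−0.62) turned negative. As a salt effect on the brightest probes, the highest change was that of Os02g0557600, 8.42 ± 1.03 at 0 mM and 8.74 ± 0.59 at 120 mM (SD, n = 8 genotype means), a log2 change of 0.32 (standard error 0.19, adjusted p = 0.382) by limma. The lowest was that of Os11g0166800, −0.40 (standard error 0.19, adjusted p = 0.255), lower in 7 of 8 genotypes. Os05g0498400 rose by 0.30 (adjusted p = 0.108), the lowest adjusted p among these genes.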

Among the up-regulated genes the most noticeable fall under the category of translation initiation factors such as Os02g0146600 (eIF4A), Os03g0566800 (eIF4A-3), Os05g0566500 (eIF-3 zeta), Os07g0124500 (eIF3 p110), Os07g0555200 (eIF4G), Os07g0597000 (eIF-5A), Os03g0758800, and Os12g0507200 (eIF-5A) (eIF-4D), Os05g0592600 (eIF 2 family protein), Os02g0101100 (eIF 3 family protein) and Os02g0557600, and Os05g0498400 (IF SUI1 family protein); transcription elongation factors such as Os03g0196900 (TFIIB), Os11g0166800 (TFS-II), Os03g0441000 and Os01g0846900 (TFIID), Os07g0662500 (EF-1-beta'), Os06g0571400 (EF-1-gamma), Os01g0742200 (EF-2), and Os03g0565500(mEF-G-1) etc.

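Among elongation factors, EF-P (Os11g0116400, score −2.59), EF-1 α (Os03g0177400, −2.22) and EF-1-beta (Os07g0614500, −2.08) were called with negative scores for shoot Na/K. Initiation factors called were Os02g0794400 (−2.84), Os05g0107700 (−2.82), Os02g0300700 (−2.30), Os07g0167000 (−2.23), Os01g0970400 (−2.19) and Os07g0681000 (−2.003). Os07g0639800 stood at −1.99, under the minimum, and at 2.10 without O. latifolia. Without O. latifolia the scores of Os07g0614500 (0.40), Os02g0300700 (0.27), Os07g0167000 (0.29) and Os01g0970400 (1.36) were positive. That of Os07g0681000 was 0.85 without both wild species. Os03g0178000 had a score of −0.24, but 2.16 with arrays scaled by the 75th percentile. Other probes than the brightest were called negatively at Os03g0178000 (−2.53 and −2.49), Os12g0541500 (−2.37), Os02g0220500 (−2.28), Os02g0220600 (−3.09) and Os01g0120800 (−2.21 and −2.13). Os11g0116400, Os02g0300700, Os07g0167000, Os02g0794400, Os01g0970400, Os05g0107700 and Os07g0639800 were well above background on 20 of 23 arrays at 0 mM. On these brightest probes, the change under salt was largest in size at Os12g0541500, −0.42 (standard error 0.23, adjusted p = 0.339) by limma, with log2 signals of 12.38 ± 0.79 at 0 mM and 11.96 ± 0.39 at 120 mM (SD, n = 8 genotype means). The highest was 0.35 at Os05g0107700 (adjusted p = 0.524). Among the other probes of Os12g0541500, the largest fall was −0.85.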

Several elongation factors e.g., Os03g0177400 and Os03g0178000 (EF-1 α), Os11g0116400 (EF-P), Os12g0541500 (EF-Ts), Os07g0614500 (EF-1-beta), and Os02g0220500 and Os02g0220600 (EF-1-gamma) etc., and several translation initiation factors e.g., Os02g0300700 (EIF-1A), Os07g0681000 (eIF-2-beta) (P38), Os01g0120800 (eIF-3 theta), Os07g0167000 (eIF-3 p48), Os01g0970400 (eIF4E-1), Os02g0794400 (IF-3 family protein), Os05g0107700 (TFIIA-gamma), and Os07g0639800 (IF6 family protein) etc., were also found to be negatively expressed.

### SNAP receptor and chaperone activity

SNAP receptor activity is regulated by a super family of proteins known as SNAREs [soluble N-ethylmaleimide-sensitive factor (NSF) attachment protein receptors] that act as a marker to identify a membrane and selectively interact with SNAREs on other membrane surfaces to mediate membrane fusion thus providing a continuous flux of membranes via transport vesicles. This vesicle traffic is believed to be involved in cell homeostasis, growth, and development of plants (Tyrrell et al., 2007; Kim and Brandizzi, 2012). In this study, among the genes that are negatively expressed for shoot Na/K, six genes that significantly enriched the SNAP receptor activity in wide rice genotypes under salt stress were identified (Table S4a2). 

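All 6 SNAP receptor loci of Table S4a2 had a probe on the array. Of these, 5 had a negative score for shoot Na/K on their brightest probe and were called, and all 6 had some probe called negatively. Without O. latifolia 0 were called and 2 had a negative score, and with whole genotypes permuted 0 were called. Under salt, 5 loci were higher and 1 lower, none past limma's adjusted p over all probes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The median log2 change was 0.20 (camera, adjusted p = 0.372). Without the array labelled O. latifolia at 120 mM replicate 2, 3 loci were higher and 3 lower, with a median of 0.05.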

The bet like SNARE- *AtBS14a* (Os02g0820700 and Os08g0563300) that were found to be significant was reported to control cell growth in *Arabidopsis* (Tai and Banfield, 2001). 

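Os08g0563300 had a called score of −2.42 for shoot Na/K, which was 0.09 without O. latifolia. Os02g0820700 had a positive score (1.26) on its brightest probe and was not called, while 3 other probes of it were called with −2.31, −2.18 and −2.52. Their changes under salt were 0.34 (standard error 0.40, adjusted p = 0.716) and 0.10 (standard error 0.11, adjusted p = 0.668) by limma. The log2 signal of Os02g0820700 was 12.33 ± 0.43 at 0 mM and 12.43 ± 0.33 at 120 mM, and that of Os08g0563300 was 9.40 ± 3.29 at 0 mM and 9.74 ± 2.18 at 120 mM (SD, n = 8 genotype means).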

The syntaxin identified is *AtSYP52* (encoded by Os02g0119400) was very recently described to act as t-SNARE when distributed in membrane TGN/PVC and plays a putative inhibitory role when present on the tonoplast in *Arabidopsis* (Benedictis et al., 2013). 

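Os02g0119400 was called for shoot Na/K with a score of −2.63, against −0.83 without O. latifolia, where it was not called. Its log2 signal was 10.38 ± 1.33 at 0 mM and 10.53 ± 0.84 at 120 mM (SD, n = 8 genotype means), a salt effect of 0.16 (standard error 0.22, adjusted p = 0.769) by limma, higher in 5 of 8 genotypes.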

Another syntexin, *OSM1*/*SYP61*, was also reported to be involved in osmotic stress tolerance in Arabidopsis (Zhu et al., 2002). However, three other syntexins encoded by Os07g0164300, Os01g0254900, and Os06g0168500 that were found to be significant in this study might be novel syntexin and it would be of interest to know their specific role in future.

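The scores of Os06g0168500 (−2.34), Os01g0254900 (−2.18) and Os07g0164300 (−2.17) for shoot Na/K were called. Without O. latifolia they were 0.18, 0.11 and 0.10. Os06g0168500 was higher under salt in all 8 genotypes, 8.99 ± 2.99 at 0 mM and 9.79 ± 2.09 at 120 mM (SD, n = 8 genotype means), a log2 change of 0.80 (standard error 0.42, adjusted p = 0.321) by limma. Its signal was well above background on 20 of 23 arrays at 0 mM. Os01g0254900 changed by 0.25 (standard error 0.18, adjusted p = 0.501) and Os07g0164300 by −0.12 (standard error 0.18, adjusted p = 0.778).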

Chaperones are proteins involved in non-covalent folding or unfolding of other proteins and are believed to be expressed in response to high temperature and other cellular stresses. Yamada et al. (2002) identified a cytosolic chaperonin-containing TCP-1α (CCTα) homolog that displayed enhanced salt tolerance in the mangrove plant, *Bruguiera sexangula*. In this study, six transcripts that significantly enriched chaperone binding activity under salt stress were identified. These are GrpE type 2 (Os08g0338700), GrpE protein family protein (Os04g0431100 and Os09g0284400), DRF2 (Os12g0456200) and one protein of unknown function (Os12g0456200) and another conserved hypothetical protein (Table S4a2).

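All 6 chaperone binding loci were called for shoot Na/K, with scores from −2.70 to −2.08, and 0 were called without O. latifolia or with whole genotypes permuted. The GrpE type 2 gene Os08g0338700 had a score of −2.08 with all arrays and 0.13 without O. latifolia. Under salt, 3 loci were higher and 3 lower, none past limma's adjusted p over all probes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The median log2 change was −0.04, with a mean of 0.01 (camera, adjusted p = 0.792). The largest change among the loci named was that of Os09g0284400, 8.32 ± 1.04 at 0 mM and 8.57 ± 0.72 at 120 mM (SD, n = 8 genotype means), 0.24 (standard error 0.18, adjusted p = 0.523) by limma. Os12g0456200 changed by 0.00 (adjusted p = 1.00).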

### Interacting network of genes under salt stress

The interactive networks analysis of all the significant genes (in total 578), as determined by SEA, revealed two networks (Figure 2). In the larger network, LOC_Os03g08050 (Os03g0177400) seemed to be the central protein which encodes for “Protein elongation factor (EF-1 alpha).” 

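For Os03g0177400, the score for shoot Na/K was 0.17 without O. latifolia and 1.24 without both wild species. The log2 signal was 15.79 ± 0.95 at 0 mM and 15.90 ± 0.65 at 120 mM (SD, n = 8 genotype means), a salt effect of 0.12 (standard error 0.16, adjusted p = 0.749) by limma, with 4 of 8 genotypes higher. Protein interactions were not analysed here.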

Most of the proteins in this network seem to be localized mainly in nucleus (blue), cytoplasm (pink), and mitochondria (light blue) and encode mainly for the translation factors such as LOC_Os02g56740 (protein translation initiation factor eIF-2B subunit epsilon, LOC_Os05g51500 (protein eukaryotic translation initiation factor 5B), LOC_Os07g44620 (protein eukaryotic translation initiation factor 6), LOC_Os05g41900 (protein translation initiation factor SUI1), LOC_Os02g19770 (protein eukaryotic translation initiation factor 1A), LOC_Os07g36940 (protein eukaryotic translation initiation factor 4G) etc., and transcription factors such as LOC_Os06g14190 (protein NF-X1-type zinc finger protein). On the contrary, only a few proteins are located in the chloroplast (green) and plasma membrane (brown) and vacuole (yellow). The proteins localized in the chloroplast (green) are mainly catalytic proteins such as LOC_Os12g13390 (protein aspartyl aminopeptidase, putative), LOC_Os01g13190 (protein histidinol dehydrogenase, chloroplast precursor), LOC_Os02g10120 (protein lipoxygenase) and LOC_Os07g42180 (protein exportin 1). Proteins expressed in the vacuole includes LOC_Os06g23160 (protein bacterial transferase hexapeptide domain containing protein), LOC_Os01g12870 (protein eukaryotic translation initiation factor 3 subunit E-interacting protein), and LOC_Os02g39350 (protein eukaryotic translation initiation factor 2A) etc.

**Figure 2:**
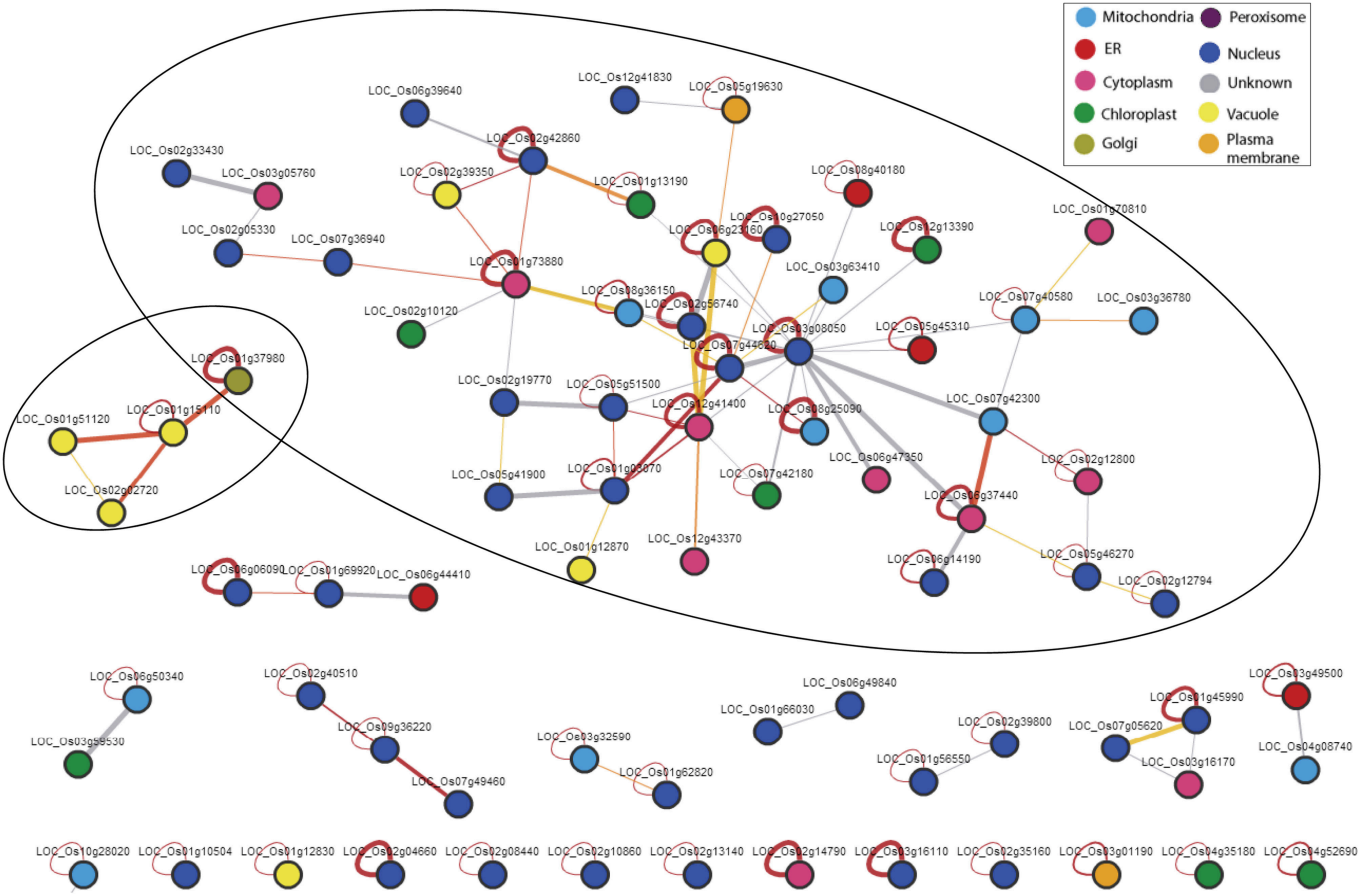
**Regulatory networks of all the 578 genes that significantly enriched the molecular functional categories under salt stress in wide natural variation of rice genotypes**. The web based tool “Rice Interactions Viewer” (http://bar.utoronto.ca/interactions/cgi-bin/rice_interactions_viewer.cgi) were used to predict the interactions.

In the smaller network, all the proteins are SNAREs type proteins (SNAP receptor activity) with three localized in the vacuole encoding syntaxin (LOC_Os01g15110), vesicle transport v-SNARE protein (LOC_Os01g51120), and SNARE domain containing protein (LOC_Os02g02720) and one localized in the plasma membrane encoding vesicle transport v-SNARE protein (LOC_Os01g37980).

These finding probably points toward the hypothesis that in the wide natural gene pool, transcription and translation factor genes are the main regulators under salt stress and these genes are probably the initial defense response that co-regulates in an interactive manner which ultimately cascades to induce the downstream genes that are essential for adaptation to environmental stresses.

## Conclusion

The genes that are identified here provide a synergistic global salinity response picture representing the mechanisms that are active in the wide natural variation of rice genotypes which may not be referred back to individual genotypes in the context of this study (as gene expression responses of all the genotypes were analyzed together) but might be of interest to look at their specific role in individual rice genotypes in future. Besides, the gene expression profile of these genes in different cell or tissue types may also needed to be studied in a way to verify the pathways they are involved in via *in situ* analysis that will help to better understand their roles in salinity tolerance mechanism. Nonetheless, the products of these genes may hold the key to the evolutionary adaptive mechanism to cope with saline environments. Several of the identified genes were reported before either in rice or in other crop species, however, the novel genes and the genes with unknown function may enhance our understanding of stress adaptation once the role of these genes are functionally verified.

## Author contributions

MH, GB, JP, and BF jointly conceptualized and designed the project. MH has conducted all experiments, generated, and analyzed the data and prepared the draft script. GS helped in lab work, analysis and in finalizing the draft. JP, GB, and BL supervised the work, interpreted the results, and finalized the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

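The study hybridised total RNA of whole rice seedlings to one-color Agilent rice oligo microarrays. The deposited files hold 46 arrays of 8 genotypes, 23 at 0 mM NaCl and 23 at 120 mM, in 16 groups of 2 or 3 arrays, on 12 slides scanned on 6 days. Each array carries 45151 spots, of which 43734 are not controls. For every array, the authors deposited the scanner software's signal intensity of each spot, background-subtracted and not normalized between arrays. They also deposited a table of log2 values for 42475 probes. By the methods, the authors quantile-normalized and log2-transformed them. In 45 pairs of arrays, the differences between arrays in this table had a correlation across probes of at least 0.9993 with the differences in the log2 signals normalized here (slopes 0.994 to 1.00), so the table is on the log2 scale, with values given to 2 decimals. Gene names of the locus table provided matched 0 loci of the array, so loci are given by the names in the files, and the paper's gene names are used only for its own loci.

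From the scanner files, the log2 of the processed signal was quantile-normalized between all arrays over the spots that are not controls, as the methods name this normalization. Spots flagged as outliers (19 to 563 per array, median 44.5) were left out, which removed 0.0562% of the probe values. Spots of 1 probe were averaged, giving 42477 probes for 29923 loci by the names of the probes (some of these names give no chromosome and were left out of the tests on chromosomes). A probe counted as well above background on an array when at least a share of 0.5 of its spots was flagged so. Between 20914 and 36693 probes were so per array. The number of arrays limits the precision. For SAM, the set tests, the comparison of variances, the regroupings of arrays and the comparison between arrays, left-out values were filled with the mean of the group, which gives slightly different counts of calls (836 in place of 826 for the mean salt effect). Differences were tested with limma (lmFit and eBayes) on the 16 group means with 1 shared spread and Benjamini-Hochberg adjustment over all probes, at an adjusted p of 0.05. The contrasts were the mean salt effect over the genotypes, the salt effect in each genotype, its difference between genotypes (F test), the differences between genotypes at each treatment (F tests) and, on the 8 genotypes' salt effects, tolerant and moderately tolerant against susceptible genotypes.

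The trait measurements of the first growing were not used here. The weights of the traits were solved by least squares from the score numerators printed in Tables S1 and S2 for traits with at least 60 listed probes, and used only where the squared correlation on held-out probes was at least 0.99 with the authors' processed values (with the values normalized here the lowest was 0.975). This held for 8 of the 12 traits with listed probes. Solved trait values, which the study weights to a scale of 0 to 1, spanned a range of 1.00 to 1.01, and the scores computed from them had a correlation of at least 0.999 with the printed scores. SAM for a quantitative response was then written anew, with the offset s0 chosen by SAM's rule, 100 permutations and a q-value per tail from the median number of permuted scores. A probe was called at a q-value of at most 5% and a score of at least 2 in size. The variance between genotypes was compared by an exact permutation test that swaps treatments of whole genotypes. The lists of the study were tested with limma's camera (preset correlation 0.01) and, as alternatives, with an estimated correlation and with fry. Their chromosomes were tested with Fisher's exact test. A locus with several probes is represented by the probe whose score lies nearest to the printed one, or, with no printed score, by the probe with the highest mean log2 value. Of the 115 loci named, 67 have several probes.

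Choices made before the data were examined are the tests, the alternatives and the rule for naming genes. By this rule every locus that the paper's text names in a sentence with data beside it is reported, and for the mean salt effect the 5 probes with the largest rise and the 5 with the largest fall among called probes that are well above background on every array of a treatment and changed the same way in all genotypes. The alternatives were scaling to the 75th percentile, normexp background correction (offset 50) before quantile normalization, the authors' processed values, a filter on dim probes (36176 remain), blocks for replicate number, slide and scan day, leaving out each replicate, each genotype, both wild species or Pokkali, and for SAM other permutations, no minimum score, an s0 of 0, the mean number of false calls and limma. Normexp used the median spot signal, since the files hold no mean signal. After the values had been seen, fits without 8 arrays that resemble another genotype and without O. latifolia at 120 mM replicate 2, SAM with the mean trait value of each genotype and counts of listed loci with any probe called were added. Groups of arrays were never changed.

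The limma tests and SAM were tested on simulated data with 42477 probes, of which 200 were changed. Noise was drawn independently for each probe, so deviations that probes of 1 array share were not simulated. The mean salt effect test recovered 81% of probes changed by 1.5 on the log2 scale with 4 others called, and called 0 when no probe was changed. For the salt effect in Pokkali, 58% of probes changed by 3 were recovered, for the difference between genotypes 28.5% of probes changed by 3, for genotype differences 42% at 0 mM and 44% at 120 mM of probes changed by 2, and for the tolerance classes 78.5% of probes changed by 4. SAM with independent seedlings recovered 95.5% of 200 probes with a slope of 4 SD for shoot Na and 88.5% for shoot Na/K. Camera called a list of 60 probes moved by 0.5 and 0 lists that were not moved. The exact test of the variances, on 2000 simulated genes, gave p = 0.703 with equal variances and 0.00781 with the SD doubled at 120 mM. There all genotypes varied alike and independently at each treatment. In the data the spread rests largely on O. latifolia (median SD at 0 mM 0.90 with it and 0.45 without it). The simulation therefore does not show the power of the test on these arrays. GO enrichment and protein networks were not analysed here, since neither annotation came with the data, and traits without a complete or long enough list were left out. The analysis used R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.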

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

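Of the results in this part, the tests on the 8 arrays, on low signal of whole arrays, on the array labelled O. latifolia at 120 mM replicate 2 the splits for the difference between genotypes and the fits without these arrays were chosen after the result was seen.

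Within each genotype, the arrays were compared by their number of probes well above background and by their correlation with the other arrays of the genotype. In 3 of 16 such groups 1 array lay apart by Dixon's test, and chance alone sets apart about 1 in 20 groups. In PSBRc50, the array at 0 mM replicate 3 had the lowest number of 6, 33049 against 34453 to 34967 (gap over range 0.732). This number is within the range of the other genotypes. Its correlation with its own genotype was 0.446, higher than with any other genotype. No technical or biological explanation was tested for this array, and with 16 groups a chance result stays open.

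Both other gaps belong to the array labelled O. latifolia at 120 mM replicate 2. It had 35094 probes well above background against 20914 to 23526 on the other 5 arrays of the genotype (gap over range 0.816), and its correlation with them was 0.0079 against 0.896 to 0.934 (gap over range 0.959). It resembled PSBRc50 most (r = 0.4655) and was in the state of PSBRc50 at 99.8% of 800 probes that switch between levels, against 49.4% for O. latifolia. It is 1 of 8 arrays, 4 at each treatment, that resemble another genotype more than the one on their label. At the 800 probes, the 8 were in the state of the nearest genotype at 93.75% or more. Agreement with their own label ran from 45.5% to 83.3%. It was 83.3% for Nipponbare, 81.8% for IR 58 and 79.8% for BRRI dhan 29, at 0 mM replicates 3, 2 and 2. Among the other 38 arrays the lowest was 81.9%, so the contrast is weaker for these arrays. A mixture of RNA from both genotypes would place the 8 arrays between both levels. Their median position ran from 0.961 to 1.03, where 0 is the level of the label and 1 that of the nearest genotype, which argues against a mixture. The 8 include all 4 arrays of 1 slide and 2 of the 3 arrays of another. On the slides of 5 of the 8 there is an array labelled as the genotype that they resemble, so samples exchanged within a slide cannot be told apart for these from other errors in the labels. For the other 3 there is no such array, which argues against an exchange within the slide. Low signal is argued against, as 0 of the 8 have fewer probes well above background than every other array outside O. latifolia. The same 8 arrays stand out in the authors' processed values. Swapped or wrong labels are a candidate explanation that these values leave open, and for some pairs, such as IR 58 and BRRI dhan 29 at 0 mM replicate 2, each array resembles the other genotype. The comparison concerns genotypes only. Whether the NaCl labels of these arrays are right was not tested, and no biological explanation was tested.

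The salt effect differed between the genotypes at 255 probes by limma's interaction test (4787 at an unadjusted p under 0.05). When treatments were shuffled within each genotype, which keeps differences between genotypes, 6 of 100 splits, the real one included, gave as many (median of the others 81, highest 346), so chance is not excluded. The number was 3761 without replicate 3, 72 without replicate 1, 105 to 302 without 1 genotype, and 791 without the array labelled O. latifolia at 120 mM replicate 2. Without the 8 arrays it was 5732. Part of this rise follows by construction, since arrays unlike their group were removed. Arrays under a wrong label may therefore hide differences in salt effect, and differences between genotypes in their response, which the design names, stay open and untested beyond this.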

How the results depend on the processing

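In this part, the fits without the 8 arrays, without the array labelled O. latifolia at 120 mM replicate 2 with the mean trait value of the genotype and with any probe of the locus were chosen after the result was seen. Of 844 values under an alternative for 43 results, 487 stayed within the limits set for the same outcome. Values that moved are given below, with the lowest and highest over left-out replicates and genotypes, and unless said otherwise the cause was not tested. Where an arm is left with 1 array, that array is assumed to vary like the others. For probes near background, the signal limits what the differences can show, and 36176 probes are well above it on every array of at least 1 group.

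Limma called 826 probes for the mean salt effect, against 1368 with normexp background correction, 1410 with a block for scan day, 2 without both wild species, 0 without replicate 1 (4140 unadjusted) and 4842 without Banikat. The 255 probes with a salt effect that differs between genotypes became 55 with scaling to the 75th percentile, 406 with normexp background correction, 417 with a block for scan day, 5732 without the 8 arrays, 72 without replicate 1 and 3761 without replicate 3. Genotype differences at 0 mM (26289) numbered 2106 without both wild species, 3026 without O. latifolia and 28152 without O. latifolia 120 mM replicate 2. Genotype differences at 120 mM (17079) numbered 1890 without both wild species, 28967 without the 8 arrays, 148 without replicate 1 and 25311 without O. latifolia 120 mM replicate 2. The fits without the 8 arrays remove arrays unlike their group, so part of the rise follows by construction.

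By the limit set (every pair over 0.1), the numbers of the replicates do not pair the arrays, though equal numbers went together weakly. Of 22 pairs of equal number, 8 had a correlation of their deviations over 0.1 and 21 above 0 (median 0.0723, from −0.0337 to 0.463), against 4 and 15 of 44 pairs of other numbers (median −0.0541). In Banikat all 3 pairs passed the limit (0.193 to 0.463), but so did replicate 1 at 0 mM with replicate 2 at 120 mM (0.528). As 21 of the 22 pairs share a slide, number and slide cannot be told apart. With a block for replicate number the mean salt effect had 1163 calls, the difference between genotypes 351, O. latifolia 1852 and Banikat 0 (3567 unadjusted). With a block for slide the mean salt effect had 691. The consensus correlation was 0.0282 within slides and 0.0405 within scan days.

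Pokkali had 1 call for its salt effect, against 4 with normexp background correction, 3 with a block for scan day, 0 with the arrays of that genotype alone (3178 unadjusted), 108 without the 8 arrays, 0 without 0 mM replicate 1 (977 unadjusted) and 4 without 120 mM replicate 2. PSBRc50 had 0 calls for its salt effect, against 1 with normexp background correction, 1976 without the 8 arrays, 0 without 0 mM replicate 1 (1371 unadjusted) and 3 without O. latifolia 120 mM replicate 2. IR 58 had 1 call for its salt effect, against 0 with scaling to the 75th percentile (4634 unadjusted), 0 with normexp background correction (3568 unadjusted), 0 with the filter on dim probes (3313 unadjusted), 0 with a block for replicate number (4101 unadjusted), 0 with a block for slide (3415 unadjusted), 0 with the arrays of that genotype alone (6679 unadjusted), 233 without the 8 arrays, 0 without 120 mM replicate 1 (2717 unadjusted) and 7 without 0 mM replicate 1. BRRI dhan 29 had 2 calls for its salt effect, against 0 with scaling to the 75th percentile (2907 unadjusted), 0 with normexp background correction (3418 unadjusted), 1 with the arrays of that genotype alone, 540 without the 8 arrays, 2 without O. latifolia 120 mM replicate 2 and 13 without 120 mM replicate 2. Banikat had 0 calls for its salt effect, against 3414 without the 8 arrays, 0 without O. latifolia 120 mM replicate 2 (4519 unadjusted) and 440 without 0 mM replicate 3. Nipponbare had 5 calls for its salt effect, against 454 without the 8 arrays, 5 without 0 mM replicate 2 and 22 without 120 mM replicate 3. O. latifolia had 1691 calls for its salt effect, against 2918 with normexp background correction, 0 with the arrays of that genotype alone (1543 unadjusted), 1227 without O. latifolia 120 mM replicate 2 and 7140 without 120 mM replicate 1. O. rufipogon had 43 calls for its salt effect, against 22 with normexp background correction, 15 with the arrays of that genotype alone, 954 without the 8 arrays, 25 without 0 mM replicate 3 and 180 without 120 mM replicate 2.

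Shoot Na/K at 0 mM had 155 SAM calls, against 259 with the filter on dim probes, 5 with whole genotypes permuted, 37 by the mean number of false calls, 441 with the mean trait value of the genotype, 20 by limma with the trait as covariate and 0 by limma on the 8 genotype means. Shoot Na/K at 0 mM gave 62 without both wild species, 876 without the 8 arrays, 10 without replicate 2 and 18725 without BRRI dhan 29. Its calls were 39 positive and 116 negative, and 19 and 175 with scaling to the 75th percentile and 28 and 185 with normexp background correction. Root Na at 0 mM had 302 SAM calls, against 116 with scaling to the 75th percentile, 0 with whole genotypes permuted, 0 by the mean number of false calls, 34 with the mean trait value of the genotype, 2 by limma with the trait as covariate and 0 by limma on the 8 genotype means. Root Na at 0 mM gave 27 without both wild species, 127 without the 8 arrays, 0 without replicate 1 and 1580 without PSBRc50. Its calls were 3 positive and 299 negative, and 64 and 52 with scaling to the 75th percentile and 48 and 280 with normexp background correction. Biomass at 0 mM had 432 SAM calls, against 1220 with scaling to the 75th percentile, 150 with normexp background correction, 271 with the filter on dim probes, 3 with whole genotypes permuted, 162 with an s0 of 0, 15 by the mean number of false calls, 929 with the mean trait value of the genotype, 3 by limma with the trait as covariate and 0 by limma on the 8 genotype means. Biomass at 0 mM gave 9231 without both wild species, 833 without the 8 arrays, 5 without replicate 2 and 1516 without replicate 3. Its calls were 403 positive and 29 negative, and 85 and 65 with normexp background correction. Leaf area at 0 mM had 220 SAM calls, against 362 with scaling to the 75th percentile, 2 with whole genotypes permuted, 52 by the mean number of false calls, 468 with the mean trait value of the genotype, 2 by limma with the trait as covariate and 0 by limma on the 8 genotype means. Leaf area at 0 mM gave 26 without replicate 1 and 1151 without Pokkali. Its calls were 115 positive and 105 negative, and 289 and 73 with scaling to the 75th percentile. Shoot Cl at 0 mM had 8 SAM calls, against 1397 with scaling to the 75th percentile, 63 with normexp background correction, 41 with the filter on dim probes, 0 with whole genotypes permuted, 0 by the mean number of false calls, 4113 with the mean trait value of the genotype, 0 by limma with the trait as covariate and 0 by limma on the 8 genotype means. Shoot Cl at 0 mM gave 56 without both wild species, 191 without the 8 arrays, 0 without replicate 2 and 1026 without Pokkali. Its calls were 4 positive and 4 negative, and 50 and 1347 with scaling to the 75th percentile and 48 and 15 with normexp background correction. Root Cl at 0 mM had 19578 SAM calls, against 10492 by limma with the trait as covariate and 11534 by limma on the 8 genotype means. Root Cl at 0 mM gave 0 without both wild species, 1 without replicate 3 and 23203 without Banikat.

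Shoot Na at 120 mM had 2660 SAM calls, against 34 with whole genotypes permuted, 589 by the mean number of false calls, 4935 with the mean trait value of the genotype, 11 by limma with the trait as covariate and 0 by limma on the 8 genotype means. Shoot Na at 120 mM gave 1719 without both wild species, 6 without replicate 1 and 7272 without Pokkali. Its calls were 997 positive and 1663 negative, and 1559 and 298 with scaling to the 75th percentile and 1272 and 1184 with normexp background correction. Shoot Na/K at 120 mM had 10922 SAM calls, against 1288 with whole genotypes permuted, 1127 by the mean number of false calls, 4876 with the mean trait value of the genotype, 65 by limma with the trait as covariate and 0 by limma on the 8 genotype means. Shoot Na/K at 120 mM gave 2 without both wild species, 24 without O. latifolia and 19198 without O. rufipogon.

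Where SAM called 0 probes, limma on the 8 genotype means gave 370 probes at an unadjusted p under 0.05 for root Na and 1496 for shoot Cl (4121 with the trait as covariate), and 11534 adjusted calls for root Cl. The other traits for which limma on the means called 0 had 687 (shoot Na/K at 0 mM), 2033 (biomass), 773 (leaf area), 3638 (shoot Na at 120 mM) and 2989 (shoot Na/K at 120 mM). The salt effect in O. latifolia had 1097 probes higher and 594 lower, and 1004 higher and 1914 lower with normexp background correction.

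Table 2, shoot Na had 26 loci called by SAM, against 10 with scaling to the 75th percentile, 0 with whole genotypes permuted, 5 by the mean number of false calls, 5 without both wild species, 10 without the 8 arrays, 0 without replicate 1 and 33 without Pokkali. Table 2, shoot Na/K had 21 loci called by SAM, against 3 with whole genotypes permuted, 3 by the mean number of false calls, 9 with the mean trait value of the genotype, 0 without both wild species, 0 without replicate 1 and 22 without Nipponbare. Table 5a, shoot Na/K had 65 loci called by SAM, against 9 with whole genotypes permuted, 103 with no minimum score, 9 by the mean number of false calls, 36 with the mean trait value of the genotype, 0 without both wild species, 0 without replicate 1 and 93 without Nipponbare. Table 5b, shoot Na/K had 53 loci called by SAM, against 33 with normexp background correction, 3 with whole genotypes permuted, 1 by the mean number of false calls, 16 with the mean trait value of the genotype, 0 without both wild species, 0 without replicate 2 and 53 without Nipponbare. Table 6, shoot Na had 32 loci called by SAM, against 10 with scaling to the 75th percentile, 20 with normexp background correction, 0 with whole genotypes permuted, 13 by the mean number of false calls, 51 with the mean trait value of the genotype, 51 with any probe of the locus, 14 without both wild species, 19 without the 8 arrays, 0 without replicate 1 and 51 without Pokkali.

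Table 6, shoot Na/K had 7 loci called by SAM, against 13 with normexp background correction, 0 with whole genotypes permuted, 15 with no minimum score, 11 with an s0 of 0, 0 by the mean number of false calls, 1 with the mean trait value of the genotype, 0 without both wild species, 0 without replicate 1 and 20 without O. rufipogon. Table 7a, shoot Na/K had 13 loci called by SAM, against 8 with the filter on dim probes, 4 with whole genotypes permuted, 20 with no minimum score, 20 with an s0 of 0, 4 by the mean number of false calls, 23 with any probe of the locus, 0 without both wild species, 0 without replicate 1 and 18 without Nipponbare. Table 7b, shoot Na/K had 16 loci called by SAM, against 0 with whole genotypes permuted, 0 by the mean number of false calls, 0 with the mean trait value of the genotype, 0 without both wild species, 0 without replicate 1 and 18 without Nipponbare. SNAP receptor activity, shoot Na/K had 5 loci called by SAM, against 0 with whole genotypes permuted, 0 by the mean number of false calls, 0 with the mean trait value of the genotype, 0 without both wild species, 0 without replicate 1 and 6 without O. rufipogon. Chaperone binding, shoot Na/K had 6 loci called by SAM, against 0 with whole genotypes permuted, 0 by the mean number of false calls, 2 with the mean trait value of the genotype, 0 without both wild species, 0 without replicate 1 and 6 without Nipponbare.

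Table 2 had a median log2 salt effect of 0.0178, against −0.0127 without both wild species, −0.0500 without IR 58 and 0.0983 without Nipponbare. Table 5a had a median log2 salt effect of −0.0854, against 0.0307 without the 8 arrays, −0.18 without replicate 1 and 0.0203 without replicate 2. Table 5b had a median log2 salt effect of 0.00790, against −0.0230 with normexp background correction, −0.0221 with the authors' processed values, −0.0959 without both wild species, −0.13 without the 8 arrays, −0.32 without replicate 2 and 0.21 without replicate 3. Table 7a had a median log2 salt effect of −0.0246, against 0.0171 without both wild species, 0.0469 without the 8 arrays, −0.0841 without Banikat and 0.0663 without replicate 2. Table 7b had a median log2 salt effect of 0.0188, against −0.0373 without both wild species, −0.0924 without the 8 arrays, −0.11 without replicate 2 and 0.16 without replicate 1. Chaperone binding had a median log2 salt effect of −0.0364, against 0.0758 with scaling to the 75th percentile (where the median of all probes goes from −0.0103 to 0.113, so this change of sign follows that shift), −0.19 without replicate 2 and 0.14 without replicate 3. Chromosomes past the threshold for Table 5a numbered 1, against 3 with all probes as background. Chromosomes past the threshold for Table 6 numbered 0, against 6 with all probes as background. Table 6 had a median log2 salt effect of 0.0745, against −0.0309 without replicate 1 and 0.19 without Banikat. SNAP receptor activity had a median log2 salt effect of 0.20, against −0.0379 without replicate 2 and 0.38 without replicate 3.

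The median log2 ratio of variances between genotypes (−0.61) was 0.0152 without both wild species, −0.89 without replicate 1 and 0.20 without replicate 2. Its exact p was 0.0156 without replicate 2 and 0.523 with all arrays (smallest possible 0.00781).

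Among scores for shoot Na/K called with all arrays or under the alternative, those of 30 named loci changed sign. Changes of sign without a call under either are not counted here, and for 3 named values a fit without a replicate was not estimable. Without both wild species, scores for shoot Na/K were Os05g0382200 −1.12 (against 2.05), Os01g0932500 −0.451 (against 2.65), Os04g0682800 0.472 (against −2.29), Os02g0255000 −0.562 (against 2.12), Os08g0442700 −1.74 (against 2.01) and Os03g0701700 −0.596 (against 2.13). Also there, Os08g0446400 had −0.621 (2.21), Os06g0717200 had 0.963 (−2.25), Os11g0514500 had 1.477 (−2.04), Os06g0708000 had 0.0758 (−2.36), Os06g0367900 had 0.256 (−2.87) and Os05g0566400 had 0.4999 (−2.18). Then there, Os01g0323000 had −0.0173 (2.54), Os01g0631700 had −0.0519 (2.01), Os02g0181300 had 0.314 (−2.29), Os02g0557600 had −0.0154 (2.03), Os01g0742200 had −0.625 (2.08) and Os03g0177400 had 1.24 (−2.22). Next there, Os02g0300700 had 0.390 (−2.30), Os07g0681000 had 0.854 (−2.003), Os07g0164300 had 0.480 (−2.17), Os06g0168500 had 1.29 (−2.34) and Os08g0338700 had 1.12 (−2.08). Without O. rufipogon, scores for shoot Na/K were Os04g0682800 −3.34 (against −2.29), Os01g0631700 2.85 (against 2.01), Os03g0177400 −3.10 (against −2.22), Os02g0300700 −3.34 (against −2.30), Os07g0164300 −3.11 (against −2.17) and Os06g0168500 −3.09 (against −2.34). Also there, Os12g0507200 had 2.36 (−0.198), Os07g0614500 had −3.45 (−2.08), Os07g0167000 had −3.73 (−2.23), Os01g0970400 had −3.59 (−2.19), Os08g0563300 had −3.53 (−2.42) and Os01g0254900 had −3.86 (−2.18). Without O. latifolia, scores for shoot Na/K were Os04g0682800 0.377 (against −2.29), Os08g0442700 −0.344 (against 2.01), Os01g0631700 −0.113 (against 2.01), Os03g0177400 0.168 (against −2.22), Os02g0300700 0.265 (against −2.30) and Os07g0164300 0.0974 (against −2.17). Also there, Os06g0168500 had 0.179 (−2.34), Os08g0338700 had 0.132 (−2.08), Os12g0507200 had −0.809 (−0.198), Os07g0614500 had 0.402 (−2.08), Os07g0167000 had 0.293 (−2.23) and Os01g0970400 had 1.36 (−2.19). Then there, Os08g0563300 had 0.0906 (−2.42) and Os01g0254900 had 0.113 (−2.18). Without Nipponbare, scores for shoot Na/K were Os08g0442700 2.67 (against 2.01) and Os08g0338700 −2.70 (against −2.08). With scaling to the 75th percentile, scores for shoot Na/K were Os03g0178000 2.16 (against −0.238).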

Differences from the paper's values

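The alternatives counted here were set before the data were examined, and a value within 1.5 times the paper's counts as met. The counts with any probe of a locus and without the array labelled O. latifolia at 120 mM replicate 2 were chosen after the result was seen. SAM counts at 0 mM differ from the number of probes in Table S1 as follows. The paper lists 22 probes with a positive score for shoot Na/K, and 39 were called here. Of 22 alternatives, 6 come within 1.5 times of the paper's value (scaling to the 75th percentile, normexp background correction, without replicate 3, without IR 58, without Nipponbare and without the 2 wild species) and 16 do not. For negative scores of shoot Na/K the paper lists 65, and 116 were called. Here 5 of 22 come as near (without Pokkali, without IR 58, without Banikat, without O. latifolia and without the 2 wild species) and 17 do not. For root Na, the paper has 1 positive probe against 3 called, and 2 of 22 alternatives come near (without Nipponbare and limma with the trait as covariate). For biomass, the paper's number of negative probes is 18 against 29 called, met by 5 of 22 (scaling to the 75th percentile, without PSBRc50, without BRRI dhan 29, without Banikat and without Nipponbare). For shoot Cl, the paper lists 0 positive probes against 4. Of 22 alternatives 6 also have 0 (whole genotypes permuted, mean number of false calls, without replicate 2, without PSBRc50, limma with the trait as covariate and limma on the 8 genotype means), but they call 0 negative probes too, so this is a loss of all calls and no match. For negative scores of shoot Cl the paper has 63 against 4, met by 2 of 22 (without replicate 1 and without the 2 wild species). In each case the remaining alternatives do not.

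The lists of the study hold more loci than were called here on 1 probe per locus (the one nearest to a printed score, otherwise the brightest). For Table 5a the paper gives 107 transcripts for shoot Na/K and 65 were called, with 5 of 20 alternatives within 1.5 times (normexp background correction, q alone, s0 of 0, without Nipponbare and without O. rufipogon) and 15 not. For Table 6 the paper gives 81. Of these, 32 were called for shoot Na and 7 for shoot Na/K, and 0 of 20 alternatives come near for either. For Table 7a the paper gives 36 against 13 called, with 0 of 20 near. For Table 7b it gives 26 against 16 called, with 2 of 20 near (without Nipponbare and without O. rufipogon) and 18 not. The choice of the probe matters for lists without printed scores. With a locus counted when any of its probes was called with the listed sign, Table 7b had 24 loci, which is near, Table 7a had 23 and Table 6 had 51 for shoot Na, which are not but come closer. Table 5a had 66. For Table 6 and shoot Na/K it was 7, where on the brightest probe 3 of the 7 calls were negative as listed and 4 positive.

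Beyond these counts, several statements of the paper differ from its own tables or from the values here. The methods give 48 hybridisations, and 46 arrays are deposited. The methods set a minimum score of 2, while scores below 2 in size are listed. For the 81 loci of Table 6 the text names shoot Na/K, while Table 4 of the paper has them under negatively expressed genes for shoot Na. The scores here go with Table 4. On the brightest probe, 77 have a negative score for shoot Na and 28 for shoot Na/K. Table 5a is described as up-regulated, which the paper bases on scores across stressed genotypes. Between 120 mM and 0 mM, 38 of its loci were higher and 69 lower here, which does not settle a direction, since without the array labelled O. latifolia at 120 mM replicate 2 it was 55 and 52, and without replicate 2 60 and 47.

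A heading of the paper states that globally more genes are expressed under salt stress, while the largest count of the paper's own lists is that of root Cl without stress, as it is here (19578 against 10922 for shoot Na/K at 120 mM). The paper's text limits the statement to most of the important traits for salinity tolerance, and root Cl is not among those it names. Without O. latifolia the counts here were 1 for root Cl and 24 for shoot Na/K at 120 mM.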

Other observations

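In this part, the tests on low signal of whole arrays, on dim probes among the negative calls, on the array labelled O. latifolia at 120 mM replicate 2, on calls for shoot Na by sign, on root Cl by limma, on splits of the tolerance classes at an unadjusted p and SAM with the mean trait values of the genotypes were chosen after the result was seen.

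Apart from 1 array, the arrays of O. latifolia had 20914 to 23526 probes well above background, fewer than any array of another genotype (26898 at least). Among arrays of other genotypes, 6 had a 75th percentile of signal no higher than the highest of these 5 arrays (779). They had at least 30418 probes well above background, and their lowest 75th percentile was 387. This argues against low signal of the whole array for O. latifolia at 0 mM replicate 1 (779) and replicate 3 (427). The O. latifolia arrays at 242, 251 and 336 were dimmer than every array of another genotype, so for them low signal stays open. If probe sequences designed on cultivated rice fitted O. latifolia poorly, probes of 1 locus should go dim one by one. Beside a dim probe, 55.6% of the other probes of the locus were dim too (2224 of 3998), and beside a probe that was not dim 7.89%. Dimness thus goes with the locus in part, and sequence differences along a whole gene and low expression of it cannot be told apart, because no sequence of O. latifolia is at hand.

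Among probes well above background on all 40 arrays of the other genotypes, 62.5% of those called negatively for shoot Na/K at 120 mM (2608 of 4171) were not well above background on 5 or 6 of the O. latifolia arrays. This was so for 2 of 2231 positive calls and for 13.4% of probes not called. For root Cl at 0 mM, 4276 of 6840 negative calls were dim in the same way. O. latifolia had high trait values, 0.71 for shoot Na/K at 120 mM and 0.89 for root Cl at 0 mM. A probe dim on its arrays and bright on the others therefore tends to a negative score by construction. The contrast with positive calls was thus largely fixed beforehand and does not test the explanation. Little signal on the O. latifolia arrays stays a candidate explanation for these negative calls.

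Of the 10922 calls for shoot Na/K at 120 mM, differences of O. latifolia from the other genotypes may account for most, since 24 were called without it. Leaving out any other single genotype gave at least 7978 calls. With O. latifolia kept, calls also fell steeply without replicate 1 and without replicate 2, so the fall alone is not specific to O. latifolia. Counting the seedlings of a genotype as independent may add to the calls, as whole genotypes permuted gave 1288. With trait values shuffled within genotypes, 12 of 100 draws gave as many calls (median 80.5, highest 13026), so the part played by differences between seedlings of a genotype cannot be told apart. The slopes of unstressed arrays on the same trait had a correlation of 0.867 across probes with those of stressed arrays, which is in line with genotype differences present without salt.

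For shoot Na at 120 mM, 2039 probes were called without O. latifolia against 2660 with it. Of the 997 positive calls, 695 (69.7%) were also called without it, which argues against that genotype as the main cause of these. Of the 1663 negative calls, 553 (33.3%) were, and 738 negative calls were made in all. The scores of 1585 of the 1663 were still at most −2 without it, so for the negative calls the part of O. latifolia cannot be told apart from a loss of power with fewer arrays. Differences between seedlings of a genotype are argued against, since 46 of 100 draws with trait values shuffled within genotypes gave as many calls (median 2289.5, from 127 to 7913). Counting seedlings as independent is a candidate explanation, with 34 calls when whole genotypes were permuted. The correlation of the slopes with those of the unstressed arrays, 0.485, does not decide whether genotype differences without salt are behind them.

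For root Cl at 0 mM, 19578 probes were called, the largest number of all traits recovered, and 1 without O. latifolia. Differences of O. latifolia from the other genotypes may thus account for it. With O. latifolia kept, 1 was also called without replicate 3, so the fall alone is not specific to that genotype. Permuting whole genotypes gave 19578 as well, but there the minimum score sets the number (25425 by the q-value alone with single arrays permuted), so this does not decide. Limma on the 8 genotype means called 11534, against 10492 with the seedlings as units, which argues against seedlings counted as independent as the cause. With the mean trait value of each genotype in place of the solved values, root Cl gave 26971 calls, shoot Na at 120 mM 4935 and shoot Na/K at 120 mM 4876.

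In O. latifolia, 1691 probes were called for the salt effect. Without the array labelled 120 mM replicate 2, 1227 were called, of which 599 were called in the same direction with it, 35.4% of the 1691, and 0 in the opposite direction. The remaining calls may rest on that array. The lower spread between genotypes at 120 mM than at 0 mM (median log2 ratio of variances −0.61) had an exact p of 0.523 and was 0.08 without it, so that array is a candidate explanation for the lower spread too.

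Regroupings of the arrays gave as many calls as the real groups in 1 of 100 for the mean salt effect, the real one included. The same was so for genotype differences at 0 mM and at 120 mM. Other regroupings gave up to 552 calls for the mean salt effect, against 836 with left-out values filled. For genotype differences they gave up to 14642 against 26323 at 0 mM and up to 13077 against 17142 at 120 mM. With 100 regroupings, chance is made unlikely for these and is not excluded. Within a genotype, 6 arrays allow 10 splits, too few to exclude chance. As many calls were found in 1 of 10 for Pokkali, 2 of 10 for Nipponbare, 5 of 10 for O. latifolia and 2 of 10 for O. rufipogon. For PSBRc50 and Banikat it was 10 of 10 each, which follows by construction from 0 calls.

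The paper makes no claim about the salt effect by tolerance class. Between the 4 tolerant or moderately tolerant and the 4 susceptible genotypes of Table 1, limma called 0 probes, with 792 at an unadjusted p under 0.05 and 0 under every alternative run. With 0 calls every split gives as many by construction. At the unadjusted p, 26 of 35 splits of the genotypes gave as many (median of the other splits 1271.5), so chance is not excluded.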
